# Effects of a novel loss-of-function waxy endosperm allele on sorghum seed development and grain quality

**DOI:** 10.1093/g3journal/jkaf177

**Published:** 2025-08-06

**Authors:** Pallavi Dhiman, Shejal Soumen, Deepti Nigam, Scott R Bean, Xiaorong Wu, Gunvant B Patil, Zhanguo Xin, Yinping Jiao

**Keywords:** waxy sorghum, grain quality, seed development, starch biosynthesis, transcriptome, metabolome

## Abstract

Waxy sorghum seeds, defined by reduced amylose content in starch, offer the potential for improving grain quality in food and industrial applications. While waxy endosperms arising from a nonfunctional *waxy* (*wx*) allele leading to the absence of granule-bound starch synthase enzyme have been identified in sorghum, their broader effects on seed development and grain quality remain inadequately understood. To address this gap, we identified a novel *wx* loss-of-function allele, “*wx^e^*” in the mutant population of the sorghum reference genome line BTx623. Beyond reduced amylose content, *wx^e^* exhibited increased kernel hardness, elevated protein content, reduced endosperm-to-germ ratio, and decreased kernel weight compared to the wild-type. Integrating transcriptomic, metabolomic, and seed chemistry analyses revealed coordinated regulatory changes during seed development due to disrupted amylose synthesis. This included altered starch granule structure, enhanced lipid profiles, and reduced carbohydrate content. Differentially expressed genes and transcription factors related to starch metabolism provided insights into the regulatory mechanisms. Furthermore, metabolic profiling showed significant changes in the accumulation of compounds influencing flavor and nutritional properties. This study enhances our understanding of the molecular coordination of sorghum seed development and provides new insights into regulating seed development.

## Introduction

In cereal crops, such as maize, rice, wheat, barley, and sorghum, starch is an important source of carbohydrates and is used in human food, livestock feeding, and ethanol production for brewing and industry. Waxy grains with glutinous texture have been known to have enhanced gelatinization properties, higher free amino nitrogen, higher starch and protein digestibility, low viscosity during liquefaction, lower retrogradation, and shorter fermentation times (Zhao et al. 2009; Mezgebe et al. 2018; Cesevičienė et al. 2022).

The waxy endosperm results from mutations in the starch synthesis pathway genes (Huang et al. 2021). Starch primarily comprises 2 types of polymers: linear amylose and branched amylopectin (Jane 2004; Tetlow and Bertoft 2020). The starch biosynthesis process in plastids is mainly carried out by 5 enzymes, ADP-glucose phosphorylase (AGPase), starch synthase (SS), starch branching enzymes (SBEs), starch debranching enzymes (DBE), and granule bound starch synthase (GBSS). AGPase converts glucose-1-phosphate to ADP-glucose, which is the key substrate for starch synthesis (Zeeman et al. 2010; Seung and Smith 2019). Amylopectin synthesis is carried out by SS, SBEs, and DBEs. Amylose synthesis is conferred by the *GBSSI* gene in Sorghum. The polyploid crops such as wheat have 2 isoforms of *GBSS* gene: *GBSSI*, present in endosperm, and *GBSSII* present in leaf and maternal tissue of developing seeds (Jiang et al. 2003; Lü et al. 2008; Chen et al. 2016a). In cereal crops, it is well-studied that the mutations in the *GBSSI* disrupt the synthesis of amylose resulting in the waxy endosperm (Huang et al. 2021). As such, the *GBSSI* gene has been referred to as “*waxy*” gene in many studies.

Molecular characterization of *waxy* alleles (*wx*) at the *waxy* locus in the grass species has been extensively carried out. In rice, a G to T mutation alters the 5′ splice site of the first intron of the *waxy* gene leading to nonfunctional GBSSI enzyme (Bligh et al. 1998; Olsen and Purugganan 2002). In wheat, deletions have been identified in the 3 *GBSSI* loci, named *Wx-A1*, *Wx-D1*, and *Wx-B1* (Nakamura et al. 1993). Wheat lines with 1 or 2 *GBSS* genes mutated are known as partial waxy mutants and where all 3 genes mutated are completely amylose free (Gaur et al. 2024). In barley, the waxy genotype contains a spontaneous mutation in its 5′ noncoding sequence of *HvGBSSI* gene. Additionally, the induced *waxy* mutant SH97 has a stop-gained substitution in exon 5 triggering nonsense-mediated mRNA decay (Domon et al. 2002; Hebelstrup et al. 2017). In the waxy barley variety “*CDC Alamo*,” the amino acid substitutions D219 V, M490 V, and I491 V cause improper targeting of *HvGBSS1a* into starch granules due to 90% reduction in catalytic activity (Hebelstrup et al. 2017).

Similarly, 4 alleles in the sorghum *GBSSI* gene *Sobic.010G022600* were already reported to exhibit a waxy phenotype. *Waxy* allele is designated as *wx^a^* with large insertion in the third exon and *wx^b^* contains a missense mutation in the *SbGBSS* gene causing waxy phenotype (Pedersen et al. 2005; Sattler et al. 2009). Later another study identified 2 new *waxy* allele mutations in Chinese waxy sorghum, designated as *wx^c^* and *wx^d^* (Lu et al. 2013). The *wx^c^* allele involves a G deletion at the 5′ splicing site of the ninth intron, while the *wx^d^* allele features a G to C mutation at the 3′ splicing site of the 10th intron. Several studies (Pedersen et al. 2005; Sattler et al. 2009) showed that in *wx^b^* GBSS activity was reduced, whereas no GBSS activity was present in *wx^a^.* The amylose content in BTx630 (*wx^a^*), Tx2907 (*wx^a^*), B.9307 (*wx^b^*), and BTxARG1 (*wx^b^*) was found to be 1.5%, 1.3%, 1.1%, and 1.8%, respectively (Pedersen et al. 2005). Similarly, the amylose content of *wx^c^* line identified from Taiwanese landrace was found to be 0.71% (Kawahigashi et al. 2013).

Waxy grain sorghum with low amylose is gaining growing interest as the sorghum industry seeks novel applications for its grain in both food and industrial sectors. Waxy sorghum lines, especially white, tan-plant variants, demonstrated superior malt quality with enhanced endosperm modification, and starch granule degradation (Mezgebe et al. 2018). However, studies have evaluated that sorghum hybrids with waxy endosperm generally yield 10 to 17% less than nonwaxy hybrids (Jones and Sieglinger 1952; Tovar et al. 1977; Rooney et al. 2005). On the other hand, some waxy lines have shown comparable performance, indicating that high-yielding waxy genotypes can be developed (Rooney et al. 2005). However, the exact cause of the yield reduction in waxy hybrids is unclear and could result from pleiotropy or linkage between the *wx* gene and other genes that affect grain yield. Another study (Yerka et al. 2016) evaluated the agronomic performance of near-isogenic Wheatland × Tx430 hybrids with waxy, heterowaxy, or wild-type (WT) endosperm. The *wx^b^* × *wx^a^* hybrid with the lowest amylose produced more yield than the WT × WT hybrid, and the *wx^b^* × *Wx* hybrid had the highest yield, surpassing the WT (*P* < 0.05). These results highlight the importance of incorporating diverse waxy alleles in sorghum breeding to develop high-yielding waxy hybrids and sustain heterosis.

Recently, it was demonstrated that starch and fatty acid synthesis precede protein synthesis in sorghum seeds, raising the question of how alterations in one pathway may impact the carbon allocation of others (Khan et al. 2024). While it is established that loss of function in *GBSSI* results in waxy endosperm, the effects of amylose reduction on grain quality and seed development in sorghum are not well understood at the molecular level.

To address this question, we isolated a new *waxy* loss-of-function sorghum mutant and compared the seed development and grain quality using transcriptome and metabolome approaches. This work aims to fill a critical knowledge gap in understanding the molecular and biochemical basis of the waxy trait. The insight gained will set up the foundation to improve the sorghum grain quality to meet market needs. Additionally, the identification of novel alleles or genetic variants linked to the *waxy* gene may support the development of enhanced sorghum varieties with more desirable functional and nutritional traits.

## Materials and methods

### Plant material and sample collection

The study used the *Sorghum bicolor* reference genome line BTx623, and its ethyl methane sulfonate (EMS) induced mutant line 15M2-1184 (Jiao et al. 2016, 2024; Xin et al. 2023, 2008). The WT BTx623 and *waxy* mutant lines were planted at the Quaker Research Farm in Lubbock, Texas (33°35′52.9″N 101°54′21.4″W, elevation 992 m). The field has a semi-arid climate, with a yearly average rainfall of about 469 mm, and is characterized by Amarillo soil type. The 2 lines were grown in adjacent rows to ensure identical growth conditions with irrigation maintained at 1 inch of water per week. The developing sorghum seeds were collected with 2 replicates at 6, 11, 16, and 21 d postanthesis (DPA). The panicles were covered with pollination bags to avoid cross-pollination. Following pollination, the bags were replaced with mesh bags to prevent mold caused by humidity and allow adequate light penetration. The middle portion of 3 panicles that flowered on the same day were harvested for each replicate. The panicles were snap-frozen and stored at −80 °C for further analysis. Later, the seeds from the central part of the panicles were dissected on dry ice using scalpels and tweezers to isolate the endosperms.

### Genotyping of the waxy mutant

Leaf tissues were collected to isolate genomic DNA from immature plants nearly after 1 mo of germination. DNA was prepared by a CTAB-based method (Xin and Chen 2012). Allele-specific PCR was used to validate the existence of genetic mutations and identify individuals with homozygous mutations. The PCR was performed using the Allele Competitive Extension (PACE) master mix according to the manufacturer's protocol (3CR Bioscience, Harlow, United Kingdom) using a CFX96 Touch Deep Well Real-Time PCR Detection System (BIO-RAD, USA). PACE-PCR operates based on primers with distinct tail sequences designed to bind to known single nucleotide polymorphisms (SNPs), targeting specific alleles. The reaction mixture comprised 0.15 μL of the assay mix (containing 12 μM of each allele-specific forward primer and 30 μM of a single common reverse primer), 1 μL of gDNA (100–200 ng), 3.85 μL of ultra-pure distilled water, and 5 μL of PACE 2.0 Genotyping Master Mix (3CR Bioscience), bringing the total volume to 10 μL. The DNA was initially denatured at 94 °C, followed by a touchdown annealing step (65–57 °C) over 10 cycles for primer binding and initial extension. This was followed by 30 additional cycles for extended amplification to produce more tail-specific sequences. Fluorescence was then visualized and digitally recorded for automated analysis using Bio-Rad CFX Maestro software. In this study, tail sequences were incorporated into the forward primers for allele-specific genotyping. Specifically, FAM (5′-GAAGGTGACCAAGTTCATGCT-3′) was added to the forward primer for allele 1 (WT), and HEX (5′-GAAGGTCGGAGTCAACGGATT-3′) was added to the forward primer for allele 2 (mutant). The forward primer 1, forward primer 2, and common reverse primer are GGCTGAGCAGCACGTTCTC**C,** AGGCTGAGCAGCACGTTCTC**T,** GCAAAATAATTCAGGGCCCTGCCAA, respectively. The protein structure due to SNP change in *waxy* mutant and WT was predicted using Phyre2 (Kelley et al. 2015) and ChimeraX-v1.7.1 was used for visualization (Pettersen et al. 2021).

### Kernel characterization

The Single kernel characterization system (SKCS) was used to measure seed physical attributes viz. average hardness index, average kernel weight, and average kernel diameter (Bean et al. 2006). For kernel hardness index 3 replicates of 100 kernels each were analyzed. Seeds were dissected into 2 halves longitudinally and observed under a digital microscope to image the internal kernel structure. Vitreosity was measured using the image of 10 kernels from each line (Arthur et al. 2020). Density was measured using an Anton Paar Ultrapeer 5000 gas pycnometer.

Starch granule structure was visualized by scanning electron microscope (SEM) Hitachi S3400 (Phenom Pharos, ThermoFisher Scientific, Waltham, MA, USA and S4300, Hitachi, Ltd., Tokyo, Japan) using cryo stage setting for fresh developing seeds samples. Zeiss crossbeam 540 FIB-SEM (Carl Zeiss Microscopy, Germany) was used to observe the structure of the endosperm of the mature seeds. The specimens were affixed onto double-sided carbon tape, and Sputter-coated with iridium using the Safematic CCU-010 compact coating unit. The images were taken at 11.5 mm working distance with a 10 kV beam acceleration at different magnifications. The size of starch granules was measured using ImageJ software (Rueden et al. 2016). Developing seeds were freeze-fried, cut into 2 halves and fixed in 0.1 M phosphate buffer (pH 7.4) containing 2.5% glutaraldehyde (v/v) as described by Yan et al. (2024). The samples underwent dehydration by series of ethanol viz 30, 50, 70, 90, 100% (v/v). Thin sections of samples fixed in paraffin wax using a microtome were cut. Light microscopy images of developing seeds stained with Lugol solution and Coomassie blue were captured using Olympus BX53 microscope (Yan et al. 2024).

### Protein and starch analysis

The protein concentrations of the samples were assessed using the laboratory nitrogen combustion method, using a LECO FP828 with a nitrogen to protein conversion factor of 6.25 (AACCI Method 46–30.01) recognized as the standard reference technique, and adjusted to “dry basis” protein levels based on the grains’ moisture content (Paudel et al. 2018). The moisture of ground samples was determined using a Perten DA-7250 near-infrared spectrometer via an in-house moisture calibration curve (Paudel et al. 2018; Cuevas et al. 2023). The samples from 6, 11, 16, and 21 DPA and mature seeds were used for starch and amylose assay. Whereas 11, 16, 21 DPA and mature seed samples were used for kafirin analysis since protein accumulation is not apparent at 6 DPA. Seeds were lyophilized and ground into a fine powder using a mortar and pestle. Kafirin content was measured using reverse-phase high-performance liquid chromatography (RP-HPLC) (Bean et al. 2011). Total starch content and apparent amylose contents in the ground meal (Udy mill with 0.5 mm screen) samples were measured following the procedures described by (Peiris et al. 2021). Total starch was measured calorimetrically using a commercially available Megazyme K-TSTA kit (Bray, Ireland) following the example procedure (b, RTS-NaOH Procedure) (McCleary et al. 2019). Briefly, 100 mg grain meal in 16 × 120 mm glass tubes was wetted with 0.2 mL of 80% ethanol and dissolved in 2 mL NaOH (1.7 M) for 15 min. After mixing the dissolved samples with 8 mL, pH 3.8 sodium acetate buffer (pH adjusted to 5.0), and the samples were hydrolyzed at 50 °C for 30 min with α-amylase and amyloglucosidase (0.1 mL each). After centrifuging at 1300 rpm for 5 min, 0.1 mL of the hydrolysate was mixed with 3.0 mL GOPOD reagent and incubated at 50 °C for 20 min. The absorbance at 510 nm against the reagent blank was taken and used to calculate starch content. The apparent amylose content in the sorghum samples was quantified by measuring the absorbance of the polyiodide–amylose complex at 620 nm (Chrastil 1987; Peiris et al. 2021). Starch including amylose was dissolved in 90% DMSO:0.6 M urea solution at 100 °C on a heat block for 30 min. The dissolved amylose was complexed with iodine (I_2_–KI solution) in an acidic condition (0.5% trichloroacetic acid) for 30 min. Finally, the A_620_ was read against a reagent blank and used to calculate the apparent amylose from a standard curve built from reference amylose (potato, Megazyme # P-AMYL, Bray, Ireland) and amylopectin (maize, Sigma #10120, St. Louis, MI, USA).

### Metabolomic analysis

Untargeted metabolomic profiling was employed to analyze sorghum seeds using the Ultra-performance liquid chromatography–mass spectrometry (UPLC-MS) platform. For sample preparation, 35 mg powder of each sample was weighed into 1.5 mL Eppendorf tubes and immersed in a precooled extraction solution (75% methanol), supplemented with 20 μL of Internal Standard. Homogenization was conducted using a weaving grinder, followed by water bath ultrasonication at 4 °C for 20 min. After standing still at −20 °C for 1 h, the extracts underwent centrifugation at 14,000 rpm at 4 °C for 15 min. The resulting 20 μL of the supernatant solution from each sample was composited into the mixed quality control (QC) sample to assess the repeatability and stability of LC/MS analysis (Abbiss et al. 2020)

A Waters 2777c UPLC system paired with a Q Exactive HF high-resolution mass spectrometer (Thermo Fisher Scientific, USA) was employed for the separation and detection of metabolites. Raw MS data files (.raw) were converted into the.mzXML format using the Proteowizard MSConvert ver.3.0 tool with an inclusive MS level filter (Kessner et al. 2008; Chambers et al. 2012). Metabolite quantification was achieved by analyzing signal intensities through the XCMS-CAMERA data processing pipeline (Tautenhahn et al. 2008; Kuhl et al. 2012). To capture potentially rare metabolites within this diverse sample set, a minimum sample threshold of 3 was applied during the grouping phase of XCMS. Missing values were handled using imputation and interpolation methods to ensure data completeness, specifically through median imputation to reduce their impact on data structure while preserving usable data. For initial assessments of chemical diversity, LC-MS data from WT and *waxy* mutant samples were processed collectively. Mass features identified by XCMS-CAMERA were filtered based on retention times (60 to 630 s) and precise masses (m/z < 0.5 at the first decimal point), with naturally occurring isotopes excluded. Despite a high rate of false annotations, MS adducts were retained to minimize the risk of misclassifying true metabolites. The quantification of mass features was adjusted for tissue fresh weight and normalized by the total ion concentration of each sample to account for technical variability. Later each mass feature was log-transformed to facilitate multivariate analyses. The dataset was further refined using interquartile range filtering and Pareto scaling before analysis. To avoid undefined results in fold change and log2 fold change calculations, zero peak values in either sample mean were replaced with 1 (ie *Peak Value* + 1). This adjustment prevents division by zero and undefined logarithmic values.

Additional statistical analyses and data visualizations were conducted using the ggplot2 package in R. The enrichment and pathway analysis were performed using MetaboAnalystR 4.0 (Pang et al. 2024) and visualized using the ggplot2 package.

### RNA isolation and transcriptome analysis

Total RNA was isolated using RiboPure RNA purification kit (Thermo AM1924) from the endosperm following the manufacturer's instructions. The quality and quantity of RNA was measured using a Multiskan SkyHigh Microplate Spectrophotometer (Thermo Scientific, A5110C). cDNA library construction and sequencing were performed following the DNBSEQ eukaryotic transcriptome protocols. In brief, after purification, the fragments underwent end repair and single nucleotide A addition, followed by adapter connection. PCR amplification was then performed using selected fragments as templates. Quality control involved quantification and qualification using an Agilent 2100 Bioanalyzer and ABI StepOnePlus Real-Time PCR System. RIN ≥ 6.5 28S/18S ≥ 1.0 was used as quality cutoff score. Each cDNA library was sequenced on an Illumina HiSeqTM 2000 system with paired-end protocols. To ensure data quality, both raw and cleaned data underwent QC assessment using FastQC (Andrews 2010). High-quality reads were aligned to the sorghum version 3 reference genome using STAR (Dobin et al. 2013). Variants from the RNA-seq data were called using BCFtools mpileup (Danecek et al. 2021) using reads with mapping and sequencing quality scores above 20. Variants shared between the WT and *waxy* samples were excluded to account for differences arising from the various sources of BTx623 seeds. The targeted mutation in the *GBSS1* gene was confirmed in all *waxy* samples. Remaining GC-to-AT mutations were considered background mutations and annotated using SnpEff. The fragments per kilobase of transcript per million mapped reads (FPKM) values representing gene expression levels were calculated using Cufflinks (Trapnell et al. 2012). Pearson correlation coefficients between biological replicates were calculated based on gene FPKM values, and replicates with a correlation exceeding 0.9 were selected for further analysis.

### Differential expression analysis

The differential expression was calculated by Cuffdiff using default parameters (Trapnell et al. 2012). Genes were considered expressed if they showed > 1 FPKM at least at one time point. The genes with FPKM > 1 in either WT or *waxy* mutant at the comparative time point were considered. Differentially expressed genes were considered significant if they met 2 primary thresholds: a false discovery rate (FDR)-adjusted *P*-value (*q* < 0.05) and an absolute log₂ fold change ≥ 0.58, corresponding to a 1.5-fold change in expression. All comparisons were conducted by calculating the fold change as the ratio of *waxy* mutant to WT. In every comparative analysis “Up” indicates genes that are upregulated in the *waxy* mutant showing positive log₂ fold change, while “Down” denotes genes that are downregulated in the *waxy* mutant those with negative log₂ fold change values.

### Gene ontology enrichment analysis

The gene ontology (GO) term enrichment analysis was performed using Fisher's exact test and adjusting the FDR cutoff < 0.05. GO terms were extracted from the NCBI annotation of *Sorghum bicolor*, retrieved with record AH114726 with the R package AnnotationHub (Morgan et al. 2019). GO analysis of biological function pathways was performed using 9064 Entrez IDs (Maglott et al. 2005).

### Clustering analysis

The gene expression clustering using the average FPKM values was performed with Mfuzz R package (Kumar and Futschik 2007). The fuzzy c-means algorithm with a soft partitioning approach was applied. This clustering allowed genes with similar expression patterns to group together. Functional enrichment analysis for each cluster was performed using ShinyGO (Ge et al. 2020), considering pathways with FDR < 0.05 as significant.

## Results

### A new sorghum waxy endosperm allele

To understand the impact of reduction of the amylose synthesis on the sorghum seed development and other grain quality features, we obtained a new loss-of-function allele in the *GBSSI* gene from a sequence-indexed sorghum EMS mutant population line 15M2–1184 (Jiao et al. 2016, 2024). The mutation (G→A) in the *GBSS1* gene (*Sobic.010G022600*) is in the last exon of chromosome 10 at position 1864925 based on the version 3 sorghum BTx623 reference genome, leading to the change of amino acid tryptophan (W) to a stop codon (Fig. 1a). The homozygous mutants were confirmed by allelic specific primers using PCR. Allele-specific genotyping successfully differentiated the homozygous lines (blue), heterozygotes (green), and WT (orange), each forming distinct clusters, confirming clear allele discrimination (Fig. 1b). Only the seeds from homozygous mutant (AA) plants were used for further analysis. The protein structure indicated the absence of coil portion at the C-terminal in the mutant, altering the overall stability and function of the protein (Fig. 1c). To confirm the impact of the new allele on starch composition in the sorghum endosperm, we compared the content of amylose in the mature seeds of the mutant and WT. In WT seeds, the amylose content (% of flour as is), was 21.5%, whereas in the mutant, it was reduced to 1.47% (Fig. 1d). This result confirmed our identification of a new waxy allele in sorghum, named accordingly as “*wx^e^*”.

**Fig. 1.**
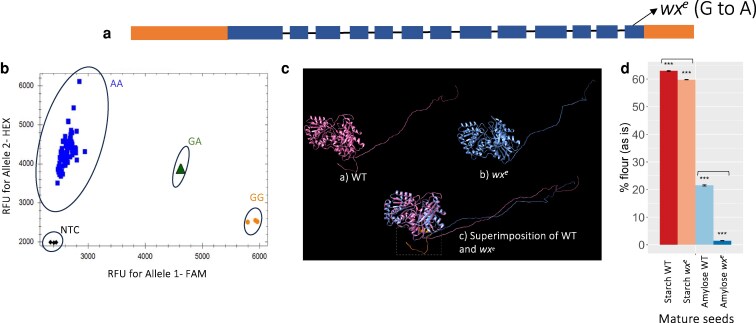
Identification of a new waxy sorghum allele. a) Gene structure of *GBSS1* (*Sobic. 010G022600*) highlighting the newly identified mutation. Exons and untranslated regions (UTRs) are represented by blue and orange boxes, respectively, with introns shown as connecting lines; b) Genotyping results detecting homozygous G to A mutation. The *x* axis represents relative fluorescence units (RFU) for FAM and *y* axis represents RFU for HEX; genotypic classification based on allele types: homozygous mutant lines (AA alleles) are represented by blue squares, heterozygous individuals (GA alleles) by green triangles, and WT (GG alleles) by orange circles, NTC is the negative control (water, no template); c) Predicted protein structures of WT and *wx^e^* mutant: a) WT structure shown in pink; b) *wx^e^* structure shown in blue; c) superimposition of WT and *wx^e^* structure. The region marked in orange (within the dotted box) indicates a key difference in protein conformation. d) Amylose and starch content change in mature seeds (***P < 0.001).

### Impact of reduced amylose on sorghum grain quality and seed development

The identical genetic background of our new waxy line and the reference genome line BTx623 enables a direct comparison, allowing us to assess the broader impact of knocking out the amylose synthesis on sorghum grain quality and seed development. Overall, we observed significant changes in the physical characteristics of mature *wx^e^* mutant seeds compared with the WT, including kernel weight, vitreousness and germ size, and hardness (Table 1). The mature seeds of *wx^e^* had ∼33% more vitreous endosperm than the WT. This vitreous characteristic in the *wx^e^* mutant is accompanied by a notably opaque or cloudy appearance (Fig. 2a). The mean kernel hardness of *wx^e^* mutant was increased by 5.29%, which is typically correlated with improved resistance to physical damage, prolonged storage stability, and suitability for long-term grain storage and export. Furthermore, the increased hardness in the *wx^e^* mutant is likely due to the expanded vitreous endosperm area and varying starch composition, while kernel density remains unchanged. The germ area showed a noticeable enlargement in the *wx^e^* mutant, measuring 2.77 mm² compared to 2.42 mm² in the WT. Conversely, the floury endosperm area reduced from 2.341 mm² in WT to 1.468 mm² in *wx^e^* mutant. Due to the increase in germ area, the overall endosperm to germ ratio was reduced in *wx^e^* seeds (1.78 vs 2.17). The overall total kernel area and diameter did not change significantly, indicating that waxy phenotype modifications within the seed did not impact the overall seed size (Table 1).

**Fig. 2.**
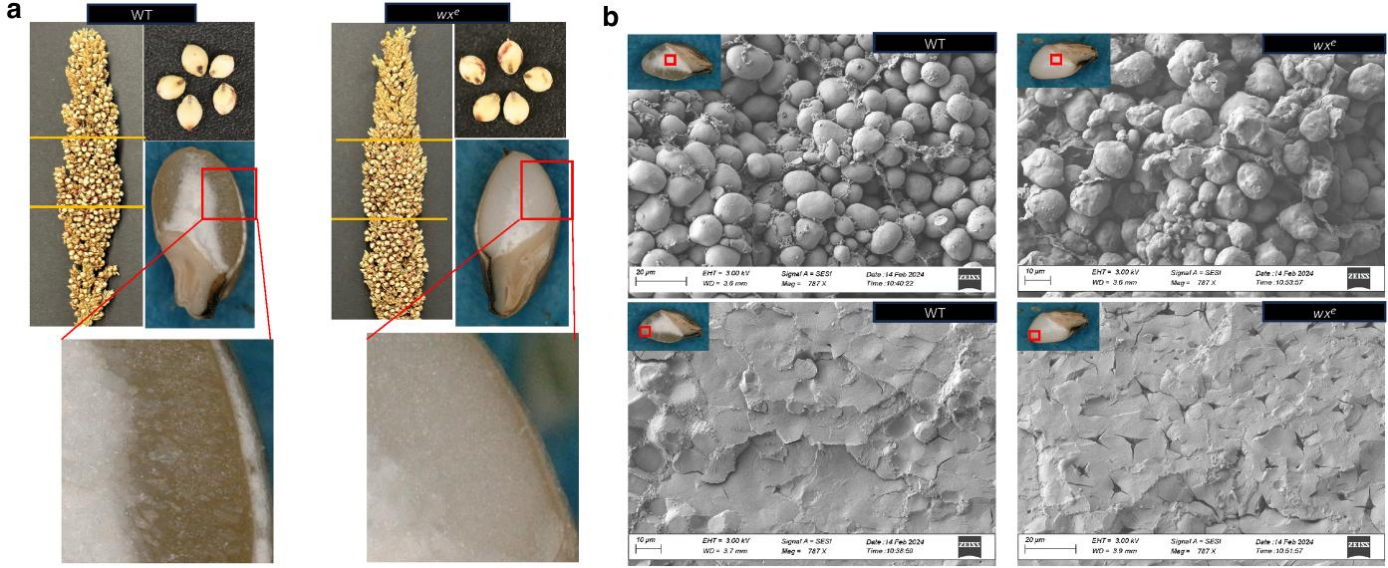
Seed physical characterization. a) Panicle and seed morphology and cross-section view of the endosperm of mature seeds; b) SEM imaging of floury and vitreous endosperm of the mature seeds.

**Table 1.** Physical characterization of the mature seeds from the WT and *wx^e^*.

	WT	*wx^e^*
Average percentage vitreosity (%)	52.82	70.05^a^
Floury endosperm area (mm^2^)	2.341	1.468^a^
Average germ area (mm^2^)	2.42	2.77^a^
Average endosperm to germ ratio	2.17	1.78^a^
Average kernel area (mm^2^)	7.61	7.68^ns^
Average percentage germ (%)	31.84	36.03^a^
Mean Kernel hardness index^b^	71.54	75.32^a^
Mean kernel diameter (mm)	2.74	2.76^ns^
Mean kernel weight (mg)	32.45	30.27^a^
Density (g/cc)	1.35	1.35^ns^

ns, nonsignificant; g/cc, gram per cubic centimeter.

^a^Significant, *P* < 0.05.

^b^Crushing response profile of single kernel measured using SKCS.

The waxy seeds were characterized by altered starch and protein composition and resulted in reduced seed weight. WT exhibited a mean kernel weight of 32.45 mg, based on 3 replicates of 100 kernels each, while the *wx^e^* mutant showed a lower mean kernel weight of 30.27 mg. The total starch content was reduced by nearly 5% compared with the WT in the mature seeds (Supplementary Table 1). In addition, the total crude protein content in the mature seeds, calculated as protein (nitrogen × 6.25) on a dry weight basis, was higher in the *wx^e^* mutant (15.71%) compared to the WT (14.97%) (Supplementary Table 3). The increased total seed protein and reduced starch content in the *wx^e^* mutant indicate a change in resource allocation.

The starch granule structure of the *wx*^e^ mutant differed in size and shape compared with WT was observed (Fig. 2b). In the floury endosperm of *wx*^e^, the starch granules were nonuniform and rough/irregular in texture. In contrast, WT granules were round and smooth. As expected, in *wx^e^* vitreous endosperm, cracks appear due to loosely packed starch granules mainly composed of amylopectin (Fig. 2b). Amylopectin molecules tend to form a more open and porous structure compared to amylose (Cornejo-Ramírez et al. 2018). The average starch granule size in WT was 15.61 and 17.89 µm in the *wx*^e^ mutant in diameter attributed to the absence of amylose (Supplementary Fig. 1). This structural shift results in a more open and porous organization, which enhances accessibility to starch molecules, offering benefits during milling and cooking processes (Yang et al. 2024).

To assess the impact of disrupting the amylose synthesis gene on sorghum seed development, we characterized the developing seeds of WT and *wx^e^* mutant at 6, 11, 16, and 21 DPA. These time points represent key developmental stages—milk, soft dough, and hard dough—during grain filling and correspond to major transcriptomic and metabolomic transitions (Khan et al. 2024). The SEM and seed cross-section staining analysis of developing seeds revealed a distinct pattern in starch and protein cross-linking, where waxy starch granules appeared to be loosely packed within the protein matrix (Fig. 3a). The starch granules of WT were stained uniformly dark with Lugol solution while *wx^e^* mutant starch grains were faintly stained (Fig. 3b). The uniform dark staining in WT starch granules indicates enriched amylose content, characteristic of normal starch structure. In contrast, the faint staining in *wx^e^* mutant reflects a significant reduction in amylose accumulation, consistent with quantitative data (1.47% vs 21.5% at maturity). Furthermore, during seed development, the amylose content in WT seeds increased from 0.07% at 6 DPA to 21.5% at maturity, whereas in the *wx^e^* mutant, it increased from 0.07% to a maximum of 1.95%. Moreover, the total starch content showed a consistent increase (% of flour as is), but at each time point, the *wx^e^* showed significantly less total starch content (Supplementary Table 1). The kafirin content which is the major storage protein in endosperm was low in *wx*^e^ only at 11 DPA (*P* < 0.05) but later did not show any difference (*P* > 0.05) (Supplementary Table 2). These results aligned with the changed starch and protein content in mature seeds.

**Fig. 3.**
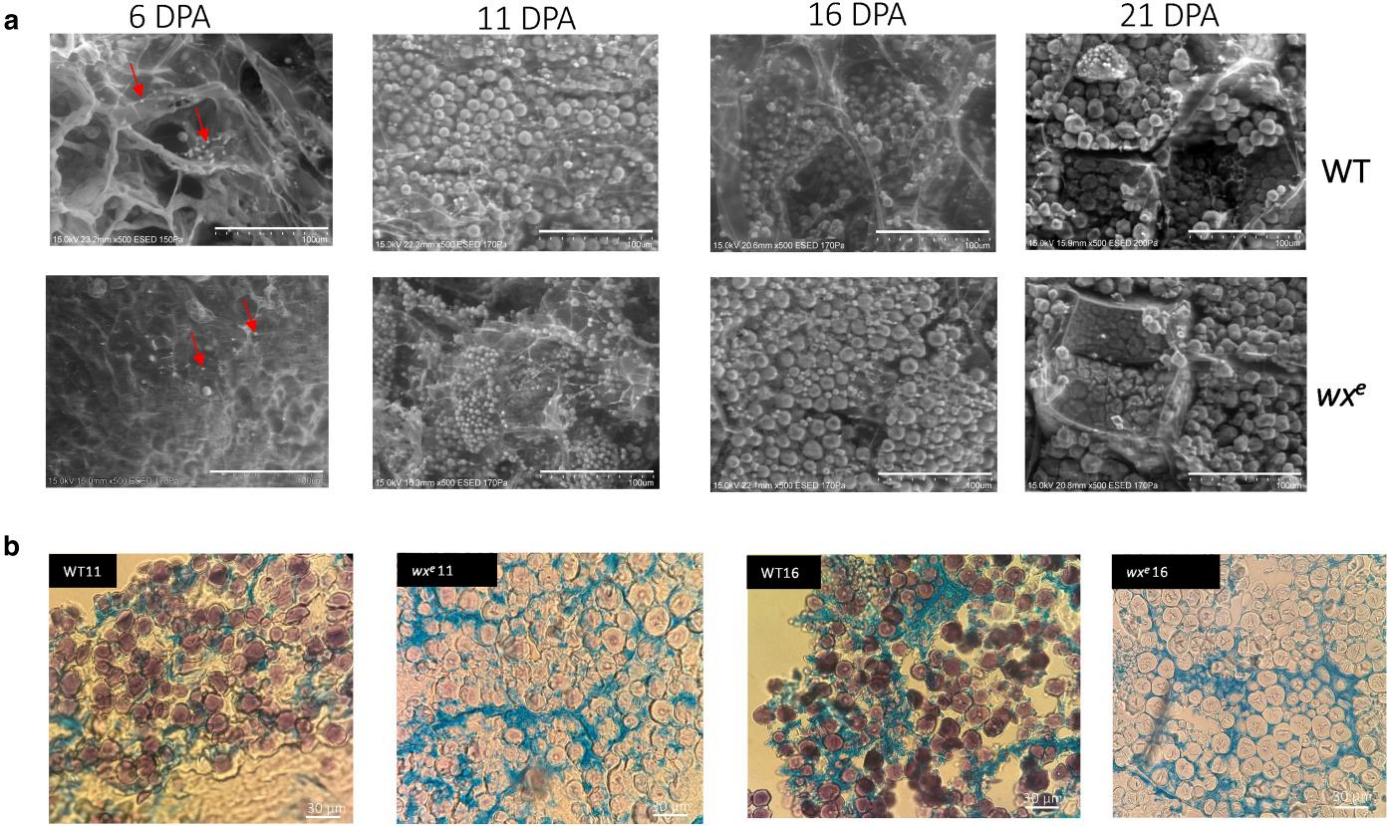
SEM imaging and starch staining of developing seeds. a) Cryo-stage SEM analysis of the floury endosperm at the 6, 11, 16, and 21 DPA in the WT and *wx^e^*; b) light microscopy imaging of semi-thin sections of developing seeds at 11 and 16 DPA stained with iodine and Coomassie blue observed at 100 × magnification.

### Lipid enrichment and the changed nutritional quality in *wx^e^* mutant

To further understand the change in grain quality, we performed metabolomic profiling of the mature seeds of WT and *wx*^e^. A total of 5,523 metabolite peaks were identified, and 1,265 were assigned to metabolite subclasses (Supplementary Dataset 1) in the metabolome of these 2 lines. A total of 599 and 440 were upregulated and downregulated with |log_2_FC| ≥ 1.0, respectively in *wx^e^*. The overall Z-scaled profiling of metabolite super classes revealed differences in the accumulation of specific classes, such as fatty acyls, glycerolipids, organic acids, and carbohydrates, between WT and *wxᵉ* (Fig. 4a), a pattern further supported by the clear group separation observed in the PCA plot (Supplementary Fig. 2a). The *wx^e^* line exhibited an enriched lipid profile including prenol lipids, sphingolipids, sterol lipids, glycerolipids and fatty acyl. Organic acids and carbohydrate classes showed low abundances in *wx^e^* (Supplementary Fig. 2b). The carbon metabolism pathways were downregulated in *wx^e^*, such as starch and sucrose metabolism, glycolysis, carbon fixation, pentose phosphate pathway, etc. The level of ADP-glucose was lower in *wx^e^* suggesting a reduced demand for the precursor of starch that the WT needs to synthesize amylose and amylopectin (Supplementary Dataset 1). Additionally, several pathways related to amino acid synthesis, including arginine biosynthesis, alanine, aspartate and glutamate metabolism, phenylalanine, tyrosine metabolism, etc., were downregulated in *wx^e^* (Supplementary Fig. 2d).

**Fig. 4.**
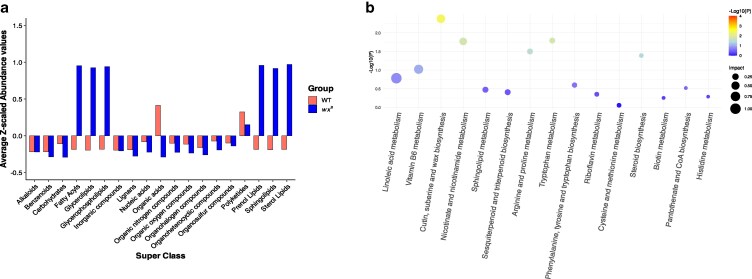
Comparison of metabolome profiling between the WT and *wx^e^*. a) Bar plot showing the average Z-scaled abundance of metabolites grouped by super-classes in WT and *wx^e^*. Values represent standardized compound levels, enabling comparison across classes and genotypes. Positive values indicate above-average abundance; negative values indicate below-average levels; b) top 15 upregulated metabolomic pathways in *wx^e^* mutant. The size of the dots represents the pathway impact, and the color represents the −Log10(*P*).

In contrast, specific fatty acid-related pathways such as linoleic acid metabolism, cutin, suberine, and wax biosynthesis upregulated in the *wx^e^* (Fig. 4b; Supplementary Fig. 2c). Additionally, the metabolic analysis revealed 185 benzenoids (log_2_FC > 1.0) were upregulated in *wx^e^*, and interestingly among those benzaldehyde, 2-aminobenzoic acid, and vanillic acid to name a few are known to impact flavor in the seeds. Other flavor-related compounds such as xylose (sugar and derivatives), feruloylputrescine (amino acids and organic acids), indoline (alkaloids) etc. (Luo et al. 2024) were upregulated in *wx^e^* (Supplementary Dataset 1). Overall metabolomic profiling of mature seeds from WT and *wx^e^* revealed significant metabolic differences, with *wx^e^* displaying an increase in lipid subclasses, and secondary metabolites and a reduction in organic acids, amino acids, and carbohydrate subclasses. These findings highlight the change in starch synthesis during seed development could also lead to a broader shift in the metabolic landscape, influencing not only primary metabolic pathways but also the accumulation of secondary metabolites and compounds associated with seed flavor and nutritional quality.

### Altered expression of starch and protein synthesis pathways in *wx^e^* mutant

Transcriptome profiling of endosperm was conducted at 4-time points—6, 11, 16, and 21 DPA as mentioned above with 2 replicates to understand the impact of impaired GBSS activity on the whole seed development. 

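The libraries came from endosperm dissected out of developing seeds of BTx623 (WT) and of its EMS mutant 15M2-1184 (*wx e*), which carries a stop-gained allele of *GBSSI*. Each replicate pooled the middle portions of 3 panicles, and 2 replicates per genotype at each of the 4 time points gave 16 libraries in 8 groups. The authors aligned the paired-end reads to the sorghum version 3 genome with STAR, and the values they deposited are the FPKM (fragments per kilobase of transcript, scaled to the mapped reads of the library) that Cufflinks gave for 34129 genes in each library. The table holds no read counts, so the depth is unknown and no counting error can be given. Between 493357 and 1001504 FPKM were summed per library. Differences between *wx e* and WT were tested on log2(FPKM + 1) with limma, in a single model of the 8 groups with a variance trend. The p-values of a time point were adjusted by the Benjamini-Hochberg method over the genes with a mean FPKM above 1 in either genotype. A gene was called higher or lower in *wx e* at an adjusted p below 0.05 and an absolute log2 fold change of at least 0.58. Fold changes are on the log2(FPKM + 1) scale, which understates the change of low genes. For a single gene, an exact two-sided permutation test of 2 libraries against 2 cannot give a p under 0.333, so each call rests on the spread that limma shared across genes and groups. Values are the mean FPKM ± SD of the 2 libraries of a group (n = 2), with the standard error of each log2 fold change.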

The correlation of the replicates of our data reached 99%, indicating high-quality (Supplementary Table 4). 

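Over all 34129 genes, Pearson's r between the FPKM of the 2 WT libraries was 0.972 at 6 DPA, 0.995 at 11 DPA, 0.986 at 16 DPA and 0.994 at 21 DPA. Between the 2 *wx e* libraries it was 0.935 at 6 DPA, 0.994 at 11 DPA, 0.995 at 16 DPA and 0.995 at 21 DPA. These correlations run across genes, which are not independent replicates, and the most abundant genes weigh most in them. On the log2(FPKM + 1) scale, the lowest r of the 8 groups rose from 0.935 to 0.989, again in *wx e* at 6 DPA.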

The homozygous mutation site was also validated using RNA-seq data (Supplementary Table 5).

Further, the whole-genome sequencing (WGS) of a segregating M3 pool (*n* = 20 individuals) derived from this line revealed a total of 6,231 mutations (Jiao et al. 2024). Given the pool-based sequencing approach, the individual M3 plant used in this study is expected to carry substantially fewer unlinked mutations. Complementary RNA-seq analysis, mapped to the BTx623 reference genome, identified 759 mutations in the mutant line. Out of 759 we found 211 amino acid chan,ges and large-effect mutations (stop-gained, splicing site change, and start lost), with 29 heterozygous and 182 being homozygous (Supplementary Datasets 2). Notably, the 15M2-1184 mutant harbored no large-effect mutations in known starch biosynthesis genes other than *waxy* gene. 

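*Sobic.004G163700* (*SbSBEIIb*), on chromosome 4, had 541 ± 22.3 FPKM (SD, n = 2) in WT and 281 ± 45.4 FPKM (SD, n = 2) in *wx e* at 6 DPA. The log2 fold change was -0.95 (standard error 0.14, adjusted p = 4.14e-04 from limma with Benjamini-Hochberg adjustment), and both *wx e* libraries lay below both WT libraries.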

One gene *Sobic.004G163700* (*SbSBEIIb*) related to starch biosynthesis showed a nonsynonymous homozygous G261E mutation and downregulation of expression at 6 DPA. However, there was no expression change at later time points meaning the mutation is not overall impacting the gene expression. 

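The FPKM of *SbSBEIIb* at 11 DPA was 634 ± 41.7 (SD, n = 2) in WT and 826 ± 127 (SD, n = 2) in *wx e*, a log2 fold change of 0.38 (adjusted p = 0.0627 from limma with Benjamini-Hochberg adjustment). At 16 DPA the 2 genotypes overlapped, with 786 ± 41.4 in WT and 846 ± 55.8 in *wx e* (log2 fold change 0.11, adjusted p = 0.787 from limma). Quantile normalization turned this value to -0.11. At 21 DPA the values were 486 ± 34.7 in WT and 669.5 ± 4.43 in *wx e*, a log2 fold change of 0.46 (adjusted p = 0.0556 from limma). The *wx e* effect on *SbSBEIIb* differed between 6 and 21 DPA by -1.41 on the log2 scale (standard error 0.20, adjusted p = 5.69e-04 from limma's test of the difference, adjusted over 18020 genes).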

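In the mutant line, 4 genes with large-effect mutations were followed. *Sobic.008G013000*, annotated as an expressed protein, had 10.4 ± 0.298 FPKM (SD, n = 2) in WT and 3.76 ± 0.291 in *wx e* at 6 DPA, with log2 fold changes of -1.27, -1.73, -1.14 and -1.11 at 6, 11, 16 and 21 DPA. The adjusted p from limma with Benjamini-Hochberg adjustment ranged from 1.04e-05 at 11 DPA to 0.00199 at 16 DPA. *Sobic.003G017500*, a tetratricopeptide-repeat thioredoxin-like gene, fell from 12.2 ± 0.330 FPKM (SD, n = 2) in WT to 7.57 ± 0.0798 in *wx e* at 6 DPA and from 2.28 ± 0.507 to 1.01 ± 0.227 at 21 DPA. Its log2 fold changes at the 4 time points were -0.63, -0.82, -0.83 and -0.70, each past both thresholds. With each time point fitted alone, it was no longer called at 16 DPA (adjusted p = 0.0601 from limma) and 21 DPA (adjusted p = 0.108), and a filter at a mean of 5 FPKM left it untested at 11, 16 and 21 DPA. *Sobic.001G501800*, encoding a C2H2 zinc finger protein, had 6.22 ± 0.321 FPKM in WT and 3.93 ± 0.0502 in *wx e* at 6 DPA (SD, n = 2). Its log2 fold change of -0.55 there lay under the fold threshold, while those of -0.65, -0.62 and -0.60 at 11, 16 and 21 DPA passed it. It was called at 6 DPA under quantile normalization (-0.71), with a pseudocount of 0.1 (-0.65) and with the fold threshold on the ratio of mean FPKM (-0.66), and the call was lost at 21 DPA under quantile normalization (-0.57) and at 16 DPA with that time point fitted alone (adjusted p = 0.0518 from limma). *Sobic.001G175000*, encoding a jmjC domain containing protein, was higher in *wx e* at the earlier time points, with 22.0 ± 0.142 FPKM in WT and 39.7 ± 8.04 in *wx e* at 6 DPA and 3.92 ± 0.0877 against 8.55 ± 0.968 at 11 DPA (SD, n = 2). The log2 fold changes were 0.81 (adjusted p = 5.52e-04 from limma) and 0.95 (adjusted p = 2.35e-04). It was lower in *wx e* later, with a log2 fold change of -0.54 at 16 DPA (adjusted p = 0.0628 from limma) and -0.97 at 21 DPA (adjusted p = 0.00115). Of these 4 genes, 2 were called lower in *wx e* at all 4 time points, and 3 were lower in value at all 4.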

There were only 4 background genes with large-effect mutations that were downregulated in *wx^e^* at all time points: *Sobic.001G175000* (jmjC domain containing protein), *Sobic.001G501800* (C2H2 zinc finger protein), *Sobic.008G013000* (expressed protein), and *Sobic.003G017500* (tetratricopetide-repeat thioredoxin-like 3) (Supplementary Dataset 3). To the best of our knowledge, these genes are not known to impact endosperm starch and protein biosynthesis. This analysis confirms that the observed waxy phenotype and associated transcriptome changes are due to a single *wx^e^* stop-gained allele. Moreover, no significant difference in plant growth or morphology was observed between the mutant and WT under field conditions, supporting the suitability of this line for functional characterization.

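At 6 DPA, 3320 of the 16967 genes tested were called different between *wx e* and WT, 2447 of them higher and 873 lower in *wx e*. At 11 DPA the call fell on 2834 of 15808 genes, 914 higher and 1920 lower. The later time points gave fewer genes, 148 of 14990 at 16 DPA (101 higher and 47 lower) and 975 of 14966 at 21 DPA (536 higher and 439 lower). The difference between stages was also tested itself. The *wx e* effect differed between 6 and 21 DPA in 4585 of 18020 genes (adjusted p below 0.05 from limma), and it was larger in size at 6 DPA in 3342 of them and at 21 DPA in 1243. The count moved most with each time point fitted alone at 6 DPA (1909 genes) and 21 DPA (457), with only genes above a mean of 5 FPKM tested at 11 DPA (2004), and with no filter on low values at 16 DPA (82). Fitted alone, 11 DPA gave 3042 genes, more than 6 DPA. Which of these 2 ages had more calls thus depends on whether the spread is shared across ages. The split into higher and lower genes moved with the scaling of the libraries. Under quantile normalization 2087 genes were higher and 1543 lower in *wx e* at 6 DPA, 1191 and 1686 at 11 DPA, and 452 and 462 at 21 DPA, where the balance turned.

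**Figure D1:**
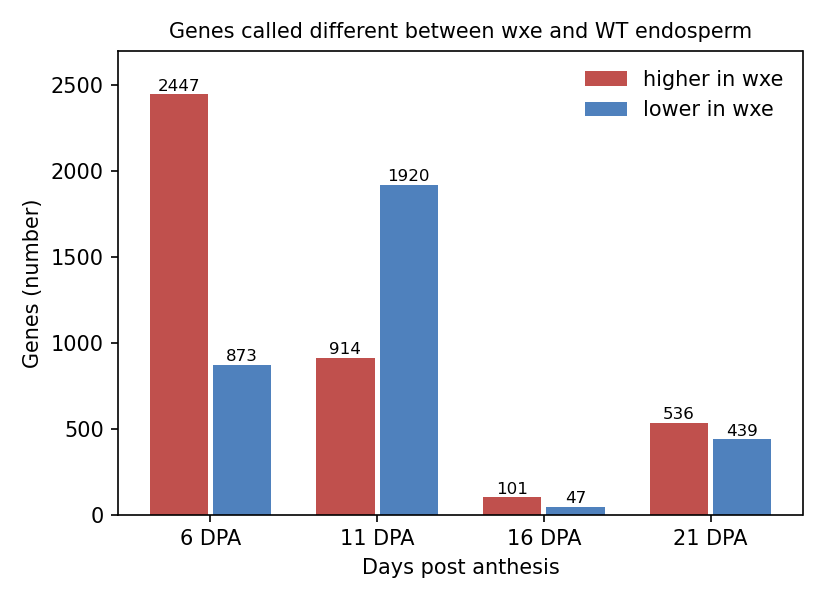
Number of genes (y axis) called higher (red) or lower (blue) in *wx e* than in WT endosperm at each time point in days post anthesis (x axis), from 2 libraries per group. The counts above the bars are highest at 6 DPA for genes higher in *wx e* (2447) and at 11 DPA for genes lower in *wx e* (1920). The heights depend on the scaling, and quantile normalization gave 2087 and 1686 for these 2 bars and 1543 in place of 873 for the genes lower at 6 DPA. They also depend on the sharing of the spread across ages. With each time point fitted alone, 1909 genes were called at 6 DPA and 3042 at 11 DPA.

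The table pairs no names with the gene IDs, so the genes with the largest changes are given by ID. At 6 DPA the largest rises in log2 fold change were those of *Sobic.007G075301* (4.59, standard error 0.46) and *Sobic.005G101900* (3.78, standard error 0.19), and the largest falls those of *Sobic.010G136100* (-5.67, standard error 0.37), a kafirin gene, and *Sobic.009G021300* (-4.54, standard error 0.25). At 11 DPA, *Sobic.006G202500* (3.34, standard error 0.27) and *Sobic.001G318500* (3.12, standard error 0.20) rose most. The largest falls at 11 DPA, of *Sobic.010G039150* (-5.29, standard error 0.69) and *Sobic.001G202800* (-5.02, standard error 0.94), rested on WT libraries that lay far apart, at 56.5 and 449 FPKM for the first gene and 17.1 and 151 FPKM for the other. At 16 DPA, *Sobic.001G243500* (2.55, standard error 0.28) and *Sobic.002G053201* (2.49, standard error 0.37) rose and *Sobic.005G086400* (-2.17, standard error 0.45) and *Sobic.010G262300* (-1.77, standard error 0.17) fell most. The call of *Sobic.005G086400* at 16 DPA was lost with a pseudocount of 0.1 (adjusted p = 0.0686 from limma) and with no filter on low values (adjusted p = 0.0977). At 21 DPA, *Sobic.004G211866* was listed at 0 in both WT libraries and at 499 and 580.2 FPKM in the *wx e* libraries, after 0 in all libraries of both genotypes at 6, 11 and 16 DPA, and the next largest rise was that of *Sobic.003G326300* (3.60, standard error 0.22). *Sobic.008G054800* was listed at 0 in both *wx e* libraries at 21 DPA and at 9.70 and 13.7 FPKM in WT, again after 0 in all libraries of both genotypes at the earlier time points. For these 2 genes an estimate that failed and was written as 0 is not excluded. *Sobic.004G193600* was listed at 0 in *wx e* at 21 DPA and at 2.80 and 11.3 FPKM in WT, and its call was lost with no filter on low values (adjusted p = 0.0572 from limma).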

Expression differences between the WT and *wx*^e^** mutant were more evident at early stages (6 and 11 DPA) than at the more mature stages (16 and 21 DPA) (Supplementary Table 6). This result aligns with the reported conclusion that grain filling primarily involves starch and protein biosynthesis, which is more active during the soft dough stage compared to the hard dough stage (Khan et al. 2024). 

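Of the 34129 genes in the deposited table, 17447 had a mean above 1 FPKM at 1 or more time points in WT and 17952 in *wx e*. The 2 genotypes shared 17050 of these genes, 397 passed in WT only and 902 in *wx e* only. Of the 902, 722 had their highest *wx e* mean at 6 DPA, and the median of the highest means was 1.41 FPKM, close to the limit. At 6 DPA alone, 15804 genes passed in WT and 16467 in *wx e*. At 21 DPA the counts were 14377 and 14574. A limit of 0.5 FPKM moved the counts most, to 19485 genes in WT and 20026 in *wx e*. With each library left out in turn, the count stayed between 17425 and 17508 in WT and between 17829 and 18076 in *wx e*.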

In WT, 17,670 genes showed expression levels of FPKM > 1 at least one time-point, compared with 18,163 genes in *wx^e^* (Supplementary Dataset 4). As the *waxy* gene is part of the starch biosynthesis pathway, we first analyzed the expression of genes in starch biosynthesis. The *Sobic.010G022600* (*SbGBSSI*) gene expression was reduced in the *wx^e^* throughout the grain-filling stages due to the stop-gained mutation potentially causing nonsense-mediated mRNA decay (NMD), reducing the steady-state transcript levels (Zhang and Guo 2017) (Fig. 5a). 

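*Sobic.010G022600* (*SbGBSSI*), on chromosome 10, had 799.9 ± 67.2 FPKM (SD, n = 2) in WT and 330.2 ± 1.29 FPKM (SD, n = 2) in *wx e* at 6 DPA. At 11 DPA the values were 2637 ± 28.3 in WT and 1656 ± 31.7 in *wx e*, at 16 DPA 6293 ± 227 and 3861 ± 79.3, and at 21 DPA 8703 ± 147 and 4404 ± 685 (SD, n = 2 each). At every time point both *wx e* libraries lay below both WT libraries. The log2 fold change was -1.27 at 6 DPA (standard error 0.16, adjusted p = 1.10e-04), -0.67 at 11 DPA (adjusted p = 0.00691), -0.70 at 16 DPA (adjusted p = 0.0526) and -0.99 at 21 DPA (adjusted p = 0.00289), all from limma with Benjamini-Hochberg adjustment. The 16 DPA value did not pass the threshold. It was called with a filter at a mean of 5 FPKM (adjusted p = 0.0355 from limma) and with a replicate block (adjusted p = 0.0328). Median-ratio scaling (adjusted p = 0.0465 from limma) and no variance trend (adjusted p = 0.0134) gave the call too. Quantile normalization moved the fold change most, to -1.64, -0.35, -0.42 and -0.78 at 6, 11, 16 and 21 DPA. The difference of the effect between 6 and 21 DPA was -0.28 (standard error 0.22, adjusted p = 0.383 from limma). Median-ratio scaling gave -0.25 (adjusted p = 0.429 from limma), while under quantile normalization the difference was -0.86 (standard error 0.23, adjusted p = 0.0147 from limma) and passed the threshold, so whether the effect differed between these ages depends on the scaling. From the lower transcript level in *wx e*, the paper proposes that the stop-gained allele may trigger nonsense-mediated decay of the *GBSSI* transcript. Decay itself was not tested here.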

Majority of starch biosynthesis genes, except for *Sobic.006G221000* (*Starch Synthase IIIb*, *SbSSIIIb*), which is involved in formation of amylopectin long chain, were significantly downregulated in *wx^e^* at 6 DPA. 

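The starch pathway list of Fig. 5b holds 30 genes, all of which were tested at 6 DPA. Of these, 14 were called lower in *wx e* and 0 higher at that time point, and adjusted over the list alone the counts were again 14 and 0. At an unadjusted p below 0.05, 2 genes of the list were higher and 25 lower. The values lay in the lower direction for 27 of the 30 genes. Log2 fold changes ran from -2.26 to 0.51 with a median of -0.54, and the median of the 29 genes other than *SbGBSSI* was -0.54. Quantile normalization moved the median most, to -0.62, with 16 genes called lower, and fitting 6 DPA alone moved the count most, to 11. The list shifted down as a set (adjusted p = 1.22e-10 from limma's camera with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over 8 tests, 2 lists at 4 time points), and this call held under fry (adjusted p = 2.85e-05). *Sobic.006G221000* (*SbSSIIIb*) was among the 3 genes with a higher value in *wx e*, with 2.20 ± 0.374 FPKM against 1.24 ± 0.206 in WT (SD, n = 2). Its log2 fold change of 0.51 (standard error 0.13, adjusted p = 0.00848 from limma) lay under the fold threshold on the log2(FPKM + 1) scale, while the log2 ratio of its mean FPKM was 0.83.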

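After 6 DPA the median log2 fold change of the starch pathway list was 0.27 at 11 DPA, 0.19 at 16 DPA and 0.27 at 21 DPA, with 23 of 30, 23 of 29 and 24 of 29 tested genes higher in *wx e*. The list shifted up as a set at the 3 time points (adjusted p = 4.10e-03, 3.55e-04 and 2.62e-05 from limma's camera), and all 3 calls held under fry (adjusted p = 0.0179, 0.0390 and 0.00477). Single genes called higher numbered 3 at 11 DPA, 1 at 16 DPA and 6 at 21 DPA, and 3, 1 and 7 when adjusted over the list alone. Genes called lower numbered 2 at 11 DPA, 0 at 16 DPA (with 2 at an unadjusted p below 0.05) and 1 at 21 DPA, and 2, 1 and 1 over the list alone. *Sobic.001G239500* (*SbSSIIC*) had 7.72 ± 0.190 FPKM in WT and 12.0 ± 0.740 in *wx e* at 21 DPA (SD, n = 2). Its log2 fold change of 0.57 there (adjusted p = 0.0098 from limma) fell just under the fold threshold, and was 0.63 with a pseudocount of 0.1. *Sobic.007G068200* (*SbSSIIIa*) had 43.6 ± 0.943 FPKM in WT and 74.1 ± 8.50 in *wx e* at 11 DPA (SD, n = 2), a log2 fold change of 0.75 (adjusted p = 0.0712 from limma). It was called with each time point fitted alone (adjusted p = 0.00525 from limma) and with the replicate block (adjusted p = 0.0332). At 16 and 21 DPA its log2 fold changes were 0.04 and -0.11, within the spread of the replicates. *Sobic.009G245000* (*SbAGPLS2*) was called higher at 21 DPA, with 1.24 ± 0.360 FPKM in WT and 2.72 ± 0.927 in *wx e* (SD, n = 2) and a log2 fold change of 0.72 (standard error 0.20, adjusted p = 0.0362 from limma). That call was lost with each time point fitted alone (adjusted p = 0.135 from limma), with no filter on low values (adjusted p = 0.0810) and under quantile normalization (adjusted p = 0.0501), and a filter at a mean of 5 FPKM left the gene untested. With each library of 21 DPA left out in turn, the fold change ran from 0.46 to 0.97.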

The shift toward amylopectin biosynthesis in *wx^e^* is indicated by the increased expression of most of the amylopectin biosynthesis genes such as *Sobic.001G239500* (*SbSSIIC*), *Sobic.007G068200* (*SbSSIIIa*), *Sobic.009G245000* (*SbAGPLS2*) after 6 DPA at different time points (Supplementary Dataset 5; Fig. 5b). Expression of genes like α-1,4-glucan phosphorylase L isozyme *SbPHOL* and *SbAGPS2* encoding glucose-1-phosphate adenylyltransferase appear to be significantly impacted by the *waxy* allele mutation at different developmental stages (Supplementary Dataset 5). Despite an increased expression of amylopectin synthesis-related genes to sustain overall starch content, the total starch content in *wx^e^* mutant is still lower than WT, as mentioned above. This may be due to the absence of efficient amylose synthesis, which reduces the total starch accumulation despite increased amylopectin production.

**Fig. 5.**
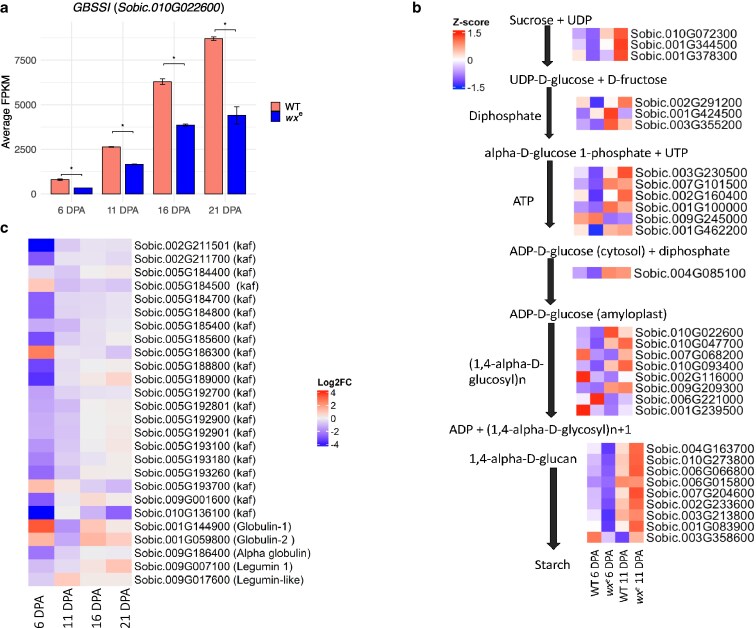
The altered expression of starch and protein pathway genes in the *wx^e^*. a) Expression levels of *GBSSI* (*Sobic.010G022600*) gene in WT and *wx^e^* at 6, 11, 16, and 21 DPA. Bars represent mean FPKM ± standard error (*n* = 2). The gene is differentially expressed at all time points between WT and *wx^e^* (|log₂FC| ≥ 0.58, *q* < 0.05) as determined by Cuffdiff analysis, indicated by “*.” b) Differential expression pattern of genes involved in the starch biosynthesis pathway, including *GBSSI* shown as a heatmap based on Z-score normalized expression values; c) differential expression pattern of genes associated with protein biosynthesis. Heatmap represents log2 fold change (log2FC) values, with color gradients indicating upregulation (red) and downregulation (blue). Gene names include kafirin (kaf), globulin, and legumin-like proteins.

To investigate the increased crude protein in *wx^e^*, we first compared the expression of the major storage protein prolamin namely kafirin encoding genes in endosperm. 

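The kafirin list of Fig. 5c holds 21 genes, of which 19 passed the FPKM filter at 6 DPA. Kafirin genes are near-identical copies, and Cufflinks could have split or shared reads between them, so the value of each single gene is uncertain and the list as a whole is the firmer measure. At 6 DPA, 15 of the 19 genes were called lower in *wx e* and 1 higher, and 16 and 1 when adjusted over the list alone. The median log2 fold change was -1.92, and the list shifted down as a set (adjusted p = 3.32e-10 from limma's camera with Benjamini-Hochberg adjustment, and 2.60e-04 under fry). Fitting 6 DPA alone moved the count most, to 9 genes called lower. The most abundant of these genes in WT at 6 DPA, *Sobic.009G001600*, had 3455 ± 553 FPKM in WT and 457 ± 56.4 in *wx e* (SD, n = 2), a log2 fold change of -2.91 (standard error 0.33, adjusted p = 5.98e-05 from limma). *Sobic.010G136100* fell most, from 49.6 and 133 FPKM in the WT libraries to 0.313 and 0.999 in the *wx e* libraries, and the gene called higher, *Sobic.005G186300*, was near the detection limit, at 0.0702 and 0.303 FPKM in WT and 1.57 and 0.755 in *wx e*. Kafirin genes together made up 2.07% of all FPKM in WT and 0.298% in *wx e* at 6 DPA, the mean of 2 libraries each, and 42.5% and 35.1% at 11 DPA. At 11 DPA the median log2 fold change was -0.66 with 1 gene called lower, and the set test (adjusted p = 0.0107 from limma's camera) did not hold under fry (adjusted p = 0.163). The median at 11 DPA was -0.43 without the first *wx e* replicate and -0.24 under quantile normalization. At 16 and 21 DPA, where 18 genes were tested, the medians were -0.16 and 0.09, and neither set test passed the threshold (adjusted p = 0.208 from limma's camera at both). No kafirin gene was called at 16 DPA, where 1 was lower and 0 higher at an unadjusted p below 0.05, and 1 was called lower at 21 DPA, *Sobic.010G136100* (log2 fold change -2.76). Without the second *wx e* replicate of 16 DPA and the first of 21 DPA these medians changed sign, to 0.01 and -0.13. *Sobic.002G211700*, *Sobic.005G184700* and *Sobic.005G184800* were listed at 0 in all 8 libraries of 16 and 21 DPA.

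**Figure D2:**
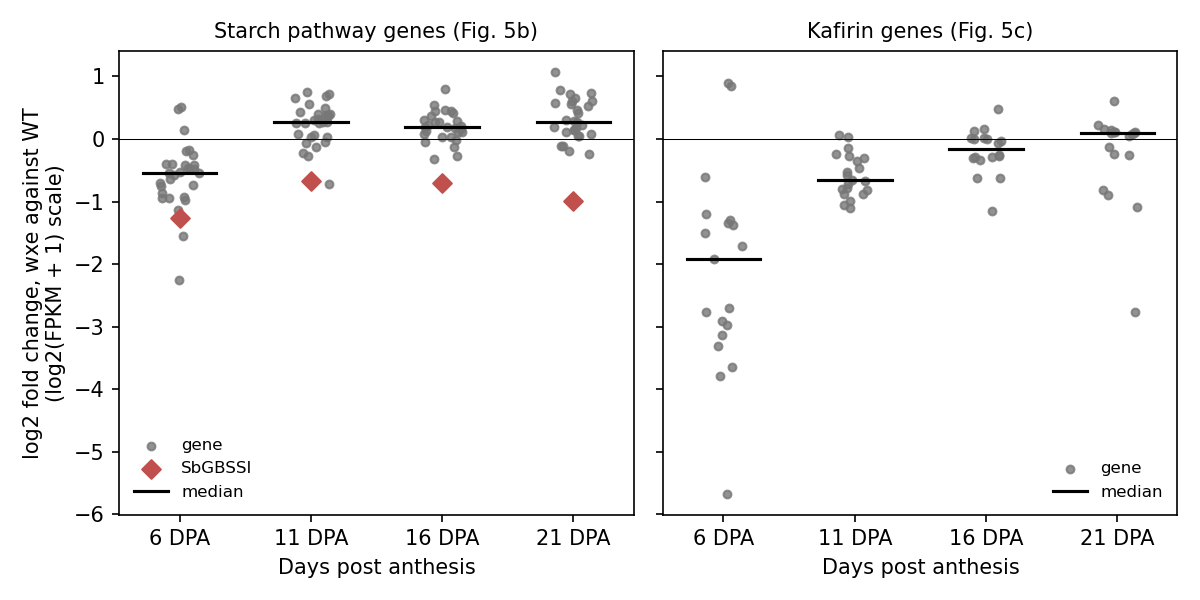
Log2 fold change of *wx e* against WT on the log2(FPKM + 1) scale (y axis) at each time point in days post anthesis (x axis) for the tested genes of the starch pathway (left) and the kafirin genes (right), where each point is 1 gene, the red diamond *SbGBSSI* and the line the median. At 6 DPA the medians lie at -0.54 and -1.92, and at 21 DPA at 0.27 and 0.09, the last of which changed sign to -0.13 without 1 *wx e* library and was 0 under quantile normalization.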

At 6 DPA, kafirin genes, including 2 γ-kafirin, 7 α-kafirin, and 1 δ-kafirin genes, exhibit significant downregulation in *wx^e^* mutant (Fig. 5c; Supplementary Dataset 5). These results are consistent with the observed total kafirin content in seed which is significantly lower in *wx^e^* mutant compared to WT in the 11-day sample. In contrast, another sorghum storage protein globulin encoding genes (globulin-1[*Sobic.001G144900*] demonstrated upregulation at 6 and 16 DPA and globulin-2 [*Sobic.001G059800*]) at 6, 16, and 21 DPA. This upregulation may represent a compensatory response to maintain adequate storage protein levels despite the suppression of kafirins. These changes modified the interactions between starch granules and the surrounding protein matrix, affecting the structural properties of the endosperm and leading to the cloudy appearance of the vitreous endosperm in waxy seeds.

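The replicates of both globulin genes lay far apart, so their values are given per library. *Sobic.001G144900* (globulin-1) had 0.236 and 0.270 FPKM in the WT libraries and 4.34 and 0.865 in the *wx e* libraries at 6 DPA, a log2 fold change of 1.33 (standard error 0.75, adjusted p = 0.19 from limma with Benjamini-Hochberg adjustment). Without the first *wx e* replicate the fold change was 0.57. At 16 DPA the WT libraries were at 23.1 and 4.00 FPKM and the *wx e* libraries at 17.4 and 35.4 (log2 fold change 1.24, adjusted p = 0.468 from limma), and without the second WT replicate the fold change was 0.10. *Sobic.001G059800* (globulin-2) had 1.35 and 1.51 FPKM in WT and 4.62 and 2.74 in *wx e* at 6 DPA, a log2 fold change of 0.92 (adjusted p = 0.166 from limma). At 16 DPA it had 130.0 and 40.3 FPKM in WT against 203 and 226 in *wx e* (log2 fold change 1.55, adjusted p = 0.142 from limma), and at 21 DPA 101 and 285 FPKM against 367 and 308 (log2 fold change 0.98, adjusted p = 0.22). Leaving out the second WT replicate brought the 16 DPA value to 0.72, and leaving out the first WT replicate brought the 21 DPA value to 0.23. Other omissions raised the values. Globulin-1 then reached 2.09 at 6 DPA and 2.37 at 16 DPA, and globulin-2 reached 2.38 at 16 DPA and 1.73 at 21 DPA. Both genes were lower in *wx e* at 11 DPA, with log2 fold changes of -1.57 and -1.35 (adjusted p = 0.125 and 0.0517 from limma). None of these differences passed the threshold.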

### Transcriptional regulation of sugars and flavor-related genes in *wx^e^* mutant

The precursor of starch synthesis in the endosperm of cereal grain is soluble sugar. To further uncover the genetic basis of the changed metabolome profile of *wx^e^* mutant endosperm, we evaluated the expression of genes involved in forming starch precursors. For instance, sucrose synthase 2, SS2 (*Sobic.001G344500*), sucrose synthase 3, SS3 (*Sobic.001G378300*), UTP glucose-1-phosphate uridylyltransferase (*Sobic.002G291200*), similar to sucrose transporter (*Sobic.001G488700*) were downregulated in *wx^e^* mutant at early grain development (6 DPA). 

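At 6 DPA, SS2 (*Sobic.001G344500*) had 569 ± 50.2 FPKM in WT and 339.7 ± 20.1 in *wx e* (SD, n = 2), a log2 fold change of -0.74 (standard error 0.16, adjusted p = 0.00412 from limma with Benjamini-Hochberg adjustment). SS3 (*Sobic.001G378300*) had 36.4 ± 2.25 FPKM in WT and 23.0 ± 1.28 in *wx e* (SD, n = 2), with a log2 fold change of -0.64 (adjusted p = 0.00294 from limma). The uridylyltransferase gene *Sobic.002G291200* fell from 535 ± 14.5 to 367 ± 9.73 FPKM (SD, n = 2), and its log2 fold change of -0.54 (adjusted p = 0.00206 from limma) lay under the fold threshold. It passed under quantile normalization, at -0.61. For the sucrose transporter gene *Sobic.001G488700*, with 4.13 ± 1.08 FPKM in WT and 2.75 ± 0.104 in *wx e* (SD, n = 2), the log2 fold change was -0.44 (adjusted p = 0.0714 from limma). Quantile normalization again gave -0.61, past the threshold. With each library of 6 DPA left out in turn, the transporter value ran from -0.65 to -0.22. The transporter gene was called lower at 11 DPA (log2 fold change -0.84, adjusted p = 0.00352 from limma). At 16 and 21 DPA it was higher in value but not called (0.72 and 0.53).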

SS2 showed upregulation at 11 and 21 DPA and SS3 at 11 DPA in *wx^e^* mutant. 

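SS2 had 679.7 ± 36.5 FPKM in WT and 1089.9 ± 38.4 in *wx e* at 11 DPA, and 167 ± 35.6 and 350.5 ± 68.6 at 21 DPA (SD, n = 2). The log2 fold changes were 0.68 (adjusted p = 0.00717) and 1.07 (adjusted p = 0.0022), both from limma with Benjamini-Hochberg adjustment. At 16 DPA it was 0.54 (adjusted p = 0.126 from limma). SS3 had 29.9 ± 1.94 FPKM in WT and 48.2 ± 8.96 in *wx e* at 11 DPA (SD, n = 2), a log2 fold change of 0.66 (standard error 0.13, adjusted p = 0.00269 from limma). The effect of *wx e* on SS2 differed between 6 and 21 DPA by -1.81 on the log2 scale (standard error 0.23, adjusted p = 2.56e-04 from limma's test of the difference).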

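The gene *Sobic.003G230500* (*SbAGPLS1*) went from 547 ± 21.4 FPKM in WT to 286 ± 57.9 in *wx e* at 6 DPA (SD, n = 2), a log2 fold change of -0.95 (adjusted p = 7.78e-04 from limma with Benjamini-Hochberg adjustment). At 11 DPA it had 642 ± 69.0 FPKM in WT and 953 ± 152 in *wx e* (SD, n = 2), and the log2 fold change of 0.56 (standard error 0.16, adjusted p = 0.017 from limma) lay under the fold threshold. *Sobic.002G160400*, whose product acts on α-D-glucose 1-phosphate, was lower in *wx e* at 6 DPA (log2 fold change -0.71, adjusted p = 6.32e-04 from limma). It was called higher at 16 DPA, with 109 ± 1.88 FPKM in WT and 189.9 ± 3.28 in *wx e* (SD, n = 2; log2 fold change 0.80, adjusted p = 0.00806 from limma). At 21 DPA it had 112 ± 5.84 and 194 ± 7.44 FPKM (log2 fold change 0.79, adjusted p = 0.00177 from limma).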

Most of the genes in the starch pathway were downregulated at 6 DPA in *wx^e^* and only a few including *SbAGPLS1* (*Sobic.003G230500)* at 11 DPA*, Sobic.002G160400* that converts α-D-glucose 1-phosphate to ADP-D-glucose at 16 and 21 DPA showed upregulation (Fig. 5b;  Supplementary Dataset 5). This indicates a low conversion of sugars, specifically sucrose, into starch. 

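*Sobic.003G377700* (*SbSWEET1*) had 7.38 ± 1.00 FPKM in WT and 21.8 ± 11.8 in *wx e* at 6 DPA (SD, n = 2), a log2 fold change of 1.35 (standard error 0.31, adjusted p = 0.00619 from limma with Benjamini-Hochberg adjustment). The *wx e* libraries lay apart, at 13.5 and 30.2 FPKM, and without the second of them the fold change was 0.80. The call was lost with a pseudocount of 0.1 (adjusted p = 0.0941 from limma) and with 6 DPA fitted alone (adjusted p = 0.0697). *Sobic.001G377600* (*SbSWEET16*) had 14.8 ± 2.36 FPKM in WT and 59.0 ± 24.2 in *wx e* at 6 DPA (SD, n = 2), a log2 fold change of 1.87 (standard error 0.25, adjusted p = 1.66e-04 from limma). It was lower in *wx e* at 11 DPA, with 13.7 ± 2.07 FPKM in WT and 4.35 ± 0.932 in *wx e* (SD, n = 2; log2 fold change -1.47, adjusted p = 9.86e-04 from limma), and both genotypes were under 1 FPKM at 16 and 21 DPA.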

Other sugar transporters outside the starch biosynthesis pathway, including *SbSWEET1* (*Sobic.003G377700*) and *SbSWEET16* (*Sobic.001G377600*), exhibited significantly elevated expression in the *wx^e^* mutant relative to the WT at 6 DPA. Additionally, invertase 3 (*Sobic.004G004800*), which is only expressed at 6 DPA (FPKM >1), was upregulated in the *wx^e^* mutant. 

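Invertase 3 had 1.70 ± 0.297 FPKM in WT and 4.34 ± 1.64 in *wx e* at 6 DPA (SD, n = 2), a log2 fold change of 0.95 (standard error 0.17, adjusted p = 0.00125 from limma with Benjamini-Hochberg adjustment). The call was lost when 6 DPA was fitted alone (adjusted p = 0.0623 from limma). Its group means were 0.338 FPKM in WT and 0.778 in *wx e* at 11 DPA, 0.0567 and 0.0825 at 16 DPA, and 0.330 and 0.164 at 21 DPA.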

The *SbAGA1* (*Sobic.002G075800*) gene associated with raffinose metabolism and known for its role in flavor modulation, was upregulated in *wx^e^* mutant at 6 DPA while *SbAGA2* (*Sobic.002G075900*) did not show a significant difference at any time point (Supplementary Dataset 6). These observations suggest a coordinated regulation of carbohydrate metabolism pathways that influence grain quality traits in waxy seeds during early grain development, particularly in the absence of the *wx* gene.

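The value of *SbAGA1* in *wx e* at 6 DPA rested on 1 library. The *wx e* libraries were at 5.28 and 35.6 FPKM and the WT libraries at 2.50 and 3.35, a log2 fold change of 1.96 (standard error 0.56, adjusted p = 0.0179 from limma with Benjamini-Hochberg adjustment). Without the second *wx e* replicate the fold change was 0.69, and with 6 DPA fitted alone the call was lost (adjusted p = 0.152 from limma). *SbAGA2* had 101 ± 4.99 FPKM in WT and 74.1 ± 1.25 in *wx e* at 6 DPA (SD, n = 2), and its log2 fold change of -0.44 (standard error 0.10, adjusted p = 0.00667 from limma) lay under the fold threshold. At 11 DPA it was 0.23 (adjusted p = 0.101 from limma), and at 16 and 21 DPA it lay within 0.1 of 0, where its sign changed with the scaling or a replicate left out.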

### Upregulated fatty acid synthesis during the seed development in *wx^e^* mutant

A coexpression network analysis revealed genes with similar expression patterns. Among the 12 coexpression modules, cluster 12 with 1,681 genes in WT and cluster 1 with 1,908 genes in the *wx^e^* mutant (FDR < 0.05) showed a similar expression pattern of a gradual decrease from 6 DPA to 21 DPA (Supplementary Dataset 7; Fig. 6a,c). 

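Fuzzy c-means clustering of the mean FPKM per time point, standardised per gene, was run for each genotype apart with e1071 in place of Mfuzz, with 12 clusters and the fuzzifier that Mfuzz would choose (2.50). In each genotype the cluster was taken whose centre lay nearest to the declining shape of Fig. 6a, read by eye. A likeness of the centres to the paper and to each other therefore follows in part from this choice. The declining cluster held 1728 of 17447 genes in WT and 1894 of 17952 in *wx e*. Its centre lay at 1.40, -0.11, -0.58 and -0.71 standardised units at 6, 11, 16 and 21 DPA in WT and at 1.43, -0.18, -0.60 and -0.64 in *wx e*. The 2 clusters shared 536 genes, 31.0% of the WT cluster, where 175 would be shared by chance from the sizes of the clusters. With 10 clusters the sizes moved most, to 1989 genes in WT and 2180 in *wx e*. Group means carry no replicate error, so no test is given.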

Interestingly, the genes with the same expression pattern showed distinct functional categories in WT and *wx^e^* as obtained from GO analysis. For instance, the common pathways in WT and *wx^e^* mutant included carbon metabolism, biosynthesis of amino acids, nucleotide metabolism, metabolic pathways, ribosome biogenesis, and biosynthesis of secondary metabolites. Pathways such as nitrogen metabolism, alpha-linolenic acid metabolism, fatty acid elongation, and biosynthesis of nucleotide sugar were enriched exclusively in *wx^e^* mutant (Fig. 6b,d;  Supplementary Fig. 3a,c). Notably, no cluster in WT showed enrichment for fatty acid biosynthesis, suggesting that in the absence of amylose, carbon allocation in *wx^e^* may preferentially direct toward fatty acid or oil biosynthesis. Similarly, WT cluster 8 and *wx^e^* mutant cluster 11 have similar functional enrichment except for the absence of starch and sucrose metabolism in *wx^e^* (Supplementary Fig. 3b,d).

**Fig. 6.**
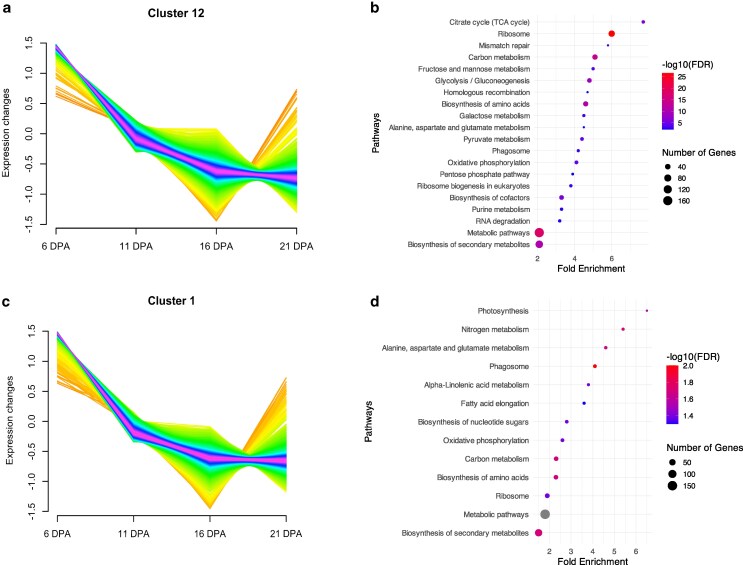
The coexpression cluster shows an expression pattern of a gradual decrease from 6 DPA to 21 DPA in the WT and *wx^e^*. a) The coexpression cluster with this pattern in the WT; b) pathways enriched in this cluster in WT; c) the coexpression cluster with this pattern in the *wx^e^*; d) the enriched pathways for the cluster in *wx^e^*. Colored trajectories represent expression changes, with each line corresponding to an individual gene's expression profile. The *x* axis represents time points 6, 11, 16, 21-DPA and the *y* axis represents log2-transformed normalized gene expression levels, ranging from −1.5 to 1.5. In enrichment plots, the *x* axis represents fold enrichment, while the *y* axis lists significantly enriched pathways. Dot size indicates the number of genes associated with each pathway, and color intensity represents the significance level (−log10[FDR]). The clustering was performed using the Mfuzz R package with a soft partitioning approach resulting in 12 clusters. The cluster enrichment analysis was performed using ShinyGO.

Pathways such as starch biosynthesis process, reproductive processing, and protein maturation among the top 20 pathways were downregulated in *wx^e^* mutant at 6 DPA indicating these pathways being less active in *wx^e^* mutant. Lipid localization was upregulated in *wx^e^* mutant at 16 DPA as compared to WT (Supplementary Dataset 8 and Supplementary Fig. 4a). A substantial upregulation was observed in fatty acid biosynthesis genes in the *wx^e^* mutant compared with the WT at 6 DPA (Supplementary Fig. 4b and Supplementary Dataset 9). The upregulation of genes involved in the early steps of fatty acid biosynthesis (eg 3-ketoacyl-CoA synthase 1, acyl-CoA oxidase 3) suggests an increased flux through the fatty acid biosynthesis pathway in the *wx^e^* mutant. Furthermore, the 3-ketoacyl-CoA synthase 1 (*Sobic.001G482300*) also showed upregulation at 16 and 21 DPA. 

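*Sobic.001G482300* had 22.8 ± 0.643 FPKM in WT and 63.2 ± 29.1 in *wx e* at 6 DPA (SD, n = 2), a log2 fold change of 1.35 (standard error 0.31, adjusted p = 0.00544 from limma with Benjamini-Hochberg adjustment). Without the second *wx e* replicate, which at 83.8 FPKM lay above the first at 42.6, the fold change was 0.88, and with 6 DPA fitted alone the call was lost (adjusted p = 0.0521 from limma). At 11 DPA the gene was lower in value in *wx e* (log2 fold change -0.58, adjusted p = 0.165 from limma). It had 2.88 ± 1.56 FPKM in WT and 5.36 ± 1.59 in *wx e* at 16 DPA (SD, n = 2), a log2 fold change of 0.75 (adjusted p = 0.257 from limma). With each library of 16 DPA left out in turn, the fold change ran from 0.33 to 1.17. At 21 DPA the values were 0.565 ± 0.0794 and 2.13 ± 0.473 (SD, n = 2), and the log2 fold change was 0.99 (adjusted p = 0.0562 from limma). Neither of the later values passed the threshold, and with a pseudocount of 0.1 the 21 DPA value rose to 1.73 and passed (adjusted p = 0.0126 from limma). It also passed with the replicate block (adjusted p = 0.0463 from limma) and under quantile normalization (adjusted p = 0.0498).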

The changes in fatty acid gene expression and composition might contribute to the observed differences in kernel phenotypic traits. Only malonyl CoA-acyl carrier protein transacylase (*Sobic.001G403400*) showed significant downregulation at 6 DPA. This indicates specific adjustments in the fatty acid metabolism, potentially affecting the balance of fatty acid elongation and modification processes. These findings suggest that the differences between *wx^e^* and WT extend beyond physical waxy traits, involving numerous genes associated with various primary and secondary metabolic pathways.

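At 6 DPA, *Sobic.001G403400* had 68.8 ± 0.946 FPKM in WT and 44.9 ± 3.17 in *wx e* (SD, n = 2), a log2 fold change of -0.60 (standard error 0.10, adjusted p = 6.92e-04 from limma with Benjamini-Hochberg adjustment). Median-ratio scaling of the libraries brought it just short of the fold threshold, so that the call was lost. At 11, 16 and 21 DPA the log2 fold changes were 0.16, 0.07 and 0.32, with adjusted p of 0.231, 0.802 and 0.0549 from limma.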

## Discussion

### Amylose reduction: starch metabolism, grain quality, and beyond

Seed development following pollination, which mainly includes starch and protein accumulation, is a highly coordinated and regulated process. In cereal grains, the interactions between amylose, lipids, and amylopectin contribute to distinct physicochemical properties critical for downstream applications of starch (Varghese et al. 2022; Sengupta et al. 2023). Elevated amylopectin levels (low amylose), a defining feature of waxy grains, facilitates hydration through hydrogen bonding, promoting gel formation, and retrogradation tendencies (Lan et al. 2008). Additionally, smaller starch granules, with increased surface area, pores, and channels, enhance water absorption. This increased hydration capacity leads to increased swelling, viscosity, and gelatinization potential of starch granules (Cornejo-Ramírez et al. 2018). However, in our *wx^e^* mutant, the starch granules were bigger in size than the WT, but they also had a porous structure. Waxy seeds are widely consumed due to their texture; however, the increased digestibility of amylopectin in the absence of amylose leads to a spike in blood sugar levels. Furthermore, the interaction among starch, lipids, and proteins leads to the development of highly structured ternary complexes in the seed endosperm (Naseer et al. 2021). In nature, waxy seeds, including inbred lines, exhibit differences not only in starch metabolism but also in other biological pathways, such as those involved in secondary metabolite production (Luo et al. 2024). Previous studies have shown the genetic basis as well as the expression pattern of starch biosynthesis including amylose and amylopectin in sorghum (Campbell et al. 2016). Our study offered a system investigation of the reduction of amylose biosynthesis pathway to sorghum seed development and grain quality using seed chemistry, metabolome, and transcriptome approaches. Multi omics analysis highlighted that the consequences of amylose biosynthesis disruption impact the overall seed development, not only starch. Notably, the loss-of-function of a single gene within the same genetic background resulted in variations that extended beyond the starch biosynthesis pathway, highlighting the broader biological impact of targeted genetic modifications. In gene expression analysis, the downregulation of most starch biosynthesis genes, including *SbGBSSI*, coupled with the upregulation of amylopectin synthesis-related genes, reflects a compensatory mechanism to sustain starch levels. Despite these efforts, the imbalance in amylose–amylopectin synthesis underscores the need for fine-tuned regulatory interventions to optimize starch yield while preserving quality traits. Further, new sources of waxy mutants containing mutations in the promoter region, or missense mutations in *GBSSI* could be explored. This could help to dissect the lines with less dramatic changes in the seed quality and obtain intermediate levels of amylose between WT and *wx*. Additionally, recent studies have identified protein targeting to starch 1 (PTST1) as a key regulator involved synthesis primarily through interaction with GBSS. Arabidopsis *ptsts1* mutants showed deficient amylose in leaves (Seung et al. 2017), However, its role in cereal endosperm remains unclear. For instance, rice knockout of *PTST1* gene resulted in amylose free starch in leaves with minimal impact on the endosperm starch composition (Wang et al. 2020). Contrastingly, in barley the knockout mutants produced seeds with no starch in the endosperm indicating its species-specific role (Zhong et al. 2019). Therefore, investigating the function and interaction of PTST1 in sorghum could provide valuable insights into its role, if any, in endosperm amylose regulation.

### Insight into transcriptional regulation of starch biosynthesis

Starch biosynthesis is a multifaceted process controlled by various genes, along with numerous transcription factors and mediators, which in turn influence grain weight, appearance, and overall seed composition and quality. Spatiotemporal-dependent regulators of starch biosynthesis in cereal crops particularly focusing on transcription factors offer new insights into its regulation. Studies on transcriptional regulation of starch biosynthesis have reported some transcription factors that bind the starch biosynthesis genes and regulate the gene expression (Sun et al. 2003; Zhang et al. 2014; Huang et al. 2016; Chen et al. 2016b; Xiao et al. 2022b). A total of 61 transcription factors (TFs) previously identified in sorghum (Xiao et al. 2022a) with FPKM > 1 at any time point were compared between the 2 samples. Among all TFs NAC, NF_YC, Dof, bZIP, bHLH showed very high expression levels in the endosperm (Supplementary Dataset 10 and Supplementary Fig. 5). We observed that 20 TFs related to starch biosynthesis were significantly downregulated in *wx^e^* at 6 DPA and 19 were downregulated at 11 DPA. Interestingly, NAC TFs *Sobic.003G105600*, *Sobic.009G086800*, *Sobic.002G192600*, and *Sobic.005G056300* have already been identified to bind to the Cis regulatory region of sorghum *waxy* gene (Xiao et al. 2022a) were significantly downregulated in *wx^e^* at 6 DPA. 

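Of the 4 NAC genes, *Sobic.005G056300* fell most at 6 DPA, from 53.6 ± 9.29 FPKM in WT to 11.1 ± 3.28 in *wx e* (SD, n = 2), a log2 fold change of -2.20 (standard error 0.16, adjusted p = 4.60e-06 from limma with Benjamini-Hochberg adjustment). *Sobic.003G105600* went from 32.2 ± 3.32 to 11.3 ± 3.50 FPKM, *Sobic.009G086800* from 57.3 ± 3.08 to 28.3 ± 3.98 and *Sobic.002G192600* from 88.4 ± 1.46 to 42.8 ± 2.50 (SD, n = 2 each). The log2 fold changes of *Sobic.003G105600* and *Sobic.002G192600* were -1.45 and -1.03, *Sobic.009G086800* stood at 49.4% of its WT mean, and the adjusted p of the 3 genes was 3.88e-05, 2.16e-05 and 4.44e-05 from limma. At 11 DPA *Sobic.003G105600* and *Sobic.009G086800* were still called lower (adjusted p = 0.00131 and 8.72e-04 from limma), while the log2 fold changes of *Sobic.002G192600* (-0.23) and *Sobic.005G056300* (-0.35) did not pass the threshold. None of the 4 was called at 16 or 21 DPA. At 21 DPA, *Sobic.009G086800* (0.45, adjusted p = 0.0194 from limma) and *Sobic.002G192600* (0.39, adjusted p = 0.0239) were higher in *wx e* by less than the fold threshold, with both *wx e* libraries above both WT libraries.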

In rice, overexpression of *OsNAC129* resulted in the downregulation of the *OsGBSS1* gene, aligning with its role as a negative regulator of starch synthesis (Jin et al. 2022). Other TFs including bZIPs, ERFs, and MYBs have been characterized in cereals to be involved in the regulation of starch synthesis (Li et al. 2021). 

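The bZIP gene *Sobic.002G055000* had 17.5 ± 0.207 FPKM in WT and 8.51 ± 1.67 in *wx e* at 6 DPA (SD, n = 2), a log2 fold change of -0.97 (standard error 0.11, adjusted p = 7.93e-05 from limma with Benjamini-Hochberg adjustment). The neighbouring bZIP gene *Sobic.002G054800* had 27.2 ± 0.665 FPKM in WT and 9.99 ± 1.80 in *wx e* (SD, n = 2; log2 fold change -1.37, adjusted p = 3.42e-05 from limma). The ERF gene *Sobic.007G147300* was low at 6 DPA, at 3.97 and 3.89 FPKM in the WT libraries and 1.37 and 0.304 in the *wx e* libraries (log2 fold change -1.49, adjusted p = 1.85e-04 from limma). The MYB gene *Sobic.002G308400* had 3.92 ± 0.144 FPKM in WT and 1.27 ± 0.0111 in *wx e* (SD, n = 2; log2 fold change -1.12, adjusted p = 4.56e-05 from limma). A filter at a mean of 5 FPKM would have left the ERF and MYB genes untested. After 6 DPA, the ERF gene was called lower at 11 DPA (log2 fold change -0.77, adjusted p = 0.0115 from limma). The fold changes of *Sobic.002G055000* at 11 and 21 DPA, -0.55 and -0.54, lay under the fold threshold. The MYB gene was higher in value in *wx e* at 21 DPA (0.47).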

In our study, *Sobic.002G055000* and *Sobic.002G054800*, members of the bZIP transcription factor family, *Sobic.007G147300*, an ERF family member, and *Sobic.002G308400*, associated with the MYB transcription factor family, were downregulated in the *wx^e^* mutant at various time points. Notably, all these transcription factors showed consistent downregulation at 6 DPA. On the other hand, only a few TFs including *Sobic.009G170800* (ERF), *Sobic.003G267400* (MYB), *Sobic.005G019800* (ZF-HD) were upregulated in *wx^e^* at 6 DPA and *Sobic.007G083900* (B3) was upregulated at 16 and 21 DPA (Supplementary Fig. 5). 

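At 6 DPA, *Sobic.009G170800* (ERF) had 4.21 ± 1.27 FPKM in WT and 8.88 ± 0.243 in *wx e*, *Sobic.003G267400* (MYB) 7.95 ± 0.634 and 27.2 ± 6.16, and *Sobic.005G019800* (ZF-HD) 7.34 ± 0.148 and 21.4 ± 2.05 (SD, n = 2 each). The log2 fold changes were 0.94, 1.64 and 1.42, with adjusted p of 0.0145, 4.70e-05 and 5.37e-06 from limma with Benjamini-Hochberg adjustment. All 3 were called lower in *wx e* at 11 DPA, with log2 fold changes of -1.22, -1.28 and -0.81 (adjusted p = 0.00388, 2.90e-04 and 2.01e-04 from limma). *Sobic.007G083900* (B3) had 4.57 ± 0.341 FPKM in WT and 11.8 ± 0.102 in *wx e* at 16 DPA and 2.80 ± 1.33 and 6.25 ± 1.24 at 21 DPA (SD, n = 2). Its log2 fold changes were 1.21 (standard error 0.20, adjusted p = 0.0141 from limma) and 0.97 (adjusted p = 0.00942), and the call at 21 DPA was lost when that time point was fitted alone (adjusted p = 0.0922). With each library of 21 DPA left out in turn, the value there ran from 0.60 to 1.33.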

There is limited understanding of starch regulation in sorghum at the transcriptional level. The differentially expressed TFs observed in the *wx^e^* compared to the WT may provide targets to further investigate the complex regulatory mechanisms controlling starch biosynthesis and offer potential targets for genetic manipulation. As also discussed above, the mutations in TFs binding sites of *GBSSI* genes could be explored to achieve precise regulation of *GBSSI* gene expression resulting in waxy traits.

### Future research perspective

The novel waxy endosperm mutant 15M2-1184, developed in the reference genome BTx623 genetic background, provides an excellent platform to study the broad functions of the GBSSI gene in seed development and grain quality. In contrast, previously reported sorghum waxy alleles were identified in distinct genetic backgrounds (McIntyre et al. 2008; Sattler et al. 2009; Lu et al. 2013), making direct comparisons with WT endosperm sorghum challenging. Looking ahead, additional backcrossing and molecular analysis will help refine the genetic background and reduce the number of unlinked mutations. Additionally, the precise genome editing eg clustered regularly interspaced short palindromic repeats and CRISPR-associated protein 9 (CRISPR/Cas9) can be leveraged to introduce favorable waxy alleles without extensive breeding cycles. Although *wx^e^* showed significantly less amylose consistent with waxy phenotype, the precise nature of GBSS protein accumulation and enzymatic activity remains to be elucidated. The impact of *GBSS1* mutation on protein accumulation or enzymatic activity will help to classify *wx^e^* as a complete or partial loss-of-function allele. Another promising avenue is the systematic investigation of allelic interactions among different waxy alleles. These studies will facilitate the comparative analysis of waxy alleles to assess their functional contribution, potential dosage-dependent effects, and possible pleotropic interactions. As mentioned earlier in the introduction section, studies have shown that the waxy hybrids showed changes in the yield as compared to nonwaxy lines (Rooney et al. 2005; Yerka et al. 2016). Some waxy inbred lines with yields comparable to the best nonwaxy lines have been identified suggesting that the negative yield association is likely due to genetic linkage (Rooney et al. 2005). Breaking the linkage through recombination and selection could lead to the development of high-yielding waxy hybrids. This new source of waxy sorghum (*wx^e^*) provides an opportunity to generate new waxy hybrids while maintaining hybrid vigor, rather than using the same allele in both parents, which can reduce heterosis. Investigating allelic interactions, combined with strategic recombination and selection, may facilitate the identification and development of improved waxy lines in terms of yield. Furthermore, the integration of genetic engineering approaches mediated editing of *waxy* gene and related regulatory elements, offers a powerful tool to fine-tune starch composition and functionality in a precise and predictable manner.

## Conclusions

This study identifies a novel waxy allele, *wx^e^*, with a corresponding molecular marker that allows direct comparison with the same WT background. The *wx^e^* allele also confers distinct grain quality traits, including reduced amylose content, enhanced kernel hardness, increased protein content, and an altered lipid profile providing a valuable genetic resource for future breeding. These improvements broaden the potential utility of waxy sorghum in specialty food products that demand unique starch characteristics, improved texture, and enhanced nutritional value. Also, the omics approaches helped in elucidating the complex regulatory landscape of starch biosynthesis in waxy sorghum. The observed changes in carbohydrate metabolism likely result from the loss of GBSS enzymatic activity, which disrupts the final step of amylose synthesis. The observed changes not only provide the genetic basis of endosperm development and carbohydrate metabolism but also offer promising targets for genetic manipulation. The knowledge generated from this study could be leveraged to enhance desirable seed composition traits, such as improved starch composition and processing qualities in sorghum.

## Data Availability

The RNA-seq data is available through National Center for Biotechnology Information-Sequence Read Archive (NCBI-SRA) under the Bio Project “PRJNA1222840.” The processed FPKM counts for all genes and differential expression analysis results (log₂ fold changes, *P*-values, q-values, and test statistic) for pairwise sample comparisons can be found in Supplementary Datasets 11 and 12, respectively submitted via the GSA figshare portal: https://doi.org/10.25387/g3.29630792. The data have been indexed in the NCBI Gene Expression Omnibus under accession number “GSE303394” to facilitate public access. Supplemental material available at *G3* online.

How the deposited data were processed for this re-analysis (not part of the article)

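The series holds RNA sequencing of endosperm dissected from developing sorghum seeds of BTx623 (WT) and of its EMS mutant 15M2-1184 (*wx e*) in 4 age classes, 6, 11, 16 and 21 DPA (days post anthesis). Each of the 8 groups has 2 replicates, and each replicate pooled the middle portions of 3 panicles, which makes 16 libraries. The mutant line carries other EMS mutations beside the *GBSSI* allele, so an effect of *wx e* is here an effect of the line.

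The deposited values are FPKM per gene and library, which the authors computed with Cufflinks from paired-end reads aligned with STAR to the sorghum version 3 genome. The paper's text names no tool versions, annotation release or handling of reads that align to several places for these values. The table covers 34129 genes. It gives no read counts, so the depth of a library is unknown and no counting error is given. The sum of FPKM per library ran from 493357 to 1001504, and kafirin genes made up 0.298% to 42.5% of it in the group means.

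The analysis used R 4.3.3, limma 3.58.1 and e1071 1.7.16. Of the 34129 genes, 18349 with a mean above 1 FPKM in 1 or more groups were fitted. The values were put on the log2(FPKM + 1) scale and fitted with limma in a single model of the 8 groups, with the variances moderated along a trend with mean expression, which leaves 8 residual degrees of freedom. At each time point *wx e* was compared with WT, two-sided, with Benjamini-Hochberg adjustment over the genes with a mean above 1 FPKM in either genotype at that time point. A gene was called at an adjusted p below 0.05 and an absolute log2 fold change of at least 0.58. These thresholds are those of the paper's methods. Cuffdiff, which the paper used, needs the reads and was not run. A further contrast tested the difference of the *wx e* effect between 6 and 21 DPA, and another the average effect over the 4 time points. The average effect was compared with 100 splits drawn from the 648 that exchange genotype labels within time points.

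The starch pathway list of Fig. 5b (30 genes) and the kafirin list of Fig. 5c (21 genes) were counted with adjustment over all tested genes and over the list alone, and tested as sets with camera (preset correlation 0.01) and fry, adjusted over the 8 tests of 2 lists at 4 time points. Expressed genes were counted at a group mean above 1 FPKM at 1 or more time points. Replicate agreement was measured as Pearson's r of FPKM. Mfuzz was not installed, so its fuzzy c-means step was run with e1071 (12 clusters, fuzzifier 2.50, seed 1) on standardised group means, each genotype apart. The developmental position of *wx e* was measured as Pearson's r over genes between the *wx e* effect and a WT change with age that shares no library with it.

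The comparisons, the tests and the alternatives were set before the data were examined. The alternatives were a pseudocount of 0.1, no filter on low values, a filter at a mean of 5 FPKM, each time point fitted alone (2 residual degrees of freedom), a replicate block, median-ratio scaling of the libraries, quantile normalization, no variance trend, the fold threshold on the ratio of mean FPKM, and each library left out in turn. For expressed genes, the limit was also 0.5 FPKM or had to be passed in both replicates. For clusters, log2(FPKM + 1), 10 clusters and seed 2 were tried. The closing section gives their effect. Tests that were added later are named there.

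The genes named are every gene that the paper names by ID in its results and discussion, the 2 lists as lists, and at each time point and for the average effect the 2 called genes with the largest rise and the 2 with the largest fall among those whose *wx e* libraries all lie outside the range of the WT libraries. Genes named in the closing section outside this rule are said there to have been chosen after their values were seen.

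The pipeline was tested on simulated data with the same layout. Of 200 genes given a log2 change of 1.5 at 6 DPA, 192 (96.0%) were called, and of 15881 unchanged genes tested 11 were called at 6 DPA. The changed genes were drawn from those well expressed in WT at 6 DPA. Each gene had the same normal spread in all groups, independent of other genes. These rates therefore do not cover low genes, changes near the fold threshold or a group with a wider spread. With no change planted at 11 DPA, 0 genes were called there.

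Lists of photosynthesis, histone, ribosomal protein, oleosin and caleosin, late embryogenesis abundant, heat shock and fatty acid genes were planned but not run, because 0 gene IDs matched the reference table at hand. Whether RNA of other tissues was present was therefore not tested with marker genes. The metabolome, the whole-genome resequencing and the grain measurements are not part of this table and were left out, as were the paper's enrichment of functional terms and its counts of transcription factors, for which the gene IDs came without annotation.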

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

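All tests in this part, except the comparison of 6 with 21 DPA, were chosen only after the result was seen.

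The *wx e* effect differed between 6 and 21 DPA in 4585 of the 18020 genes tested for that difference (adjusted p below 0.05 from limma), and it was larger in size at 6 DPA in 3342 of them and at 21 DPA in 1243. What calls for a closer look is the difference between time points itself. The count lay between 3552 and 5131 across the alternatives it was computed for, which include median-ratio scaling (4632) and quantile normalization (4936), so neither of these scalings removed it. The number of calls at an age could partly follow from the spread of the libraries, since fitting each time point alone gave 1909 genes at 6 DPA and 457 at 21 DPA in place of 3320 and 975. Total FPKM and the kafirin share changed with age in both genotypes (2.07% of FPKM in WT and 0.298% in *wx e* at 6 DPA, 41.6% and 40.8% at 21 DPA), and FPKM are shares, so a genotype difference in the most abundant genes moves the others. Whether the libraries of each age were made or sequenced together is not given, and an age effect of the *wx e* line stays open, untested apart from this difference.

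A set of 771 genes was called higher in *wx e* at 6 DPA and lower at 11 DPA, where 193 would be if the calls at the 2 ages were independent, over the 15072 genes tested at both. Only 89 genes went the other way, 71 were called higher and 73 lower at both ages, and Pearson's r over genes between the effects at 6 and 11 DPA was -0.35. All 771 passed a test of the difference between the 2 ages, though the set was picked by opposite calls, so that this test adds little. Their median FPKM was 4.34, 10.7, 4.17 and 5.64 in WT at 6, 11, 16 and 21 DPA and 12.5, 4.03, 4.27 and 4.49 in *wx e*. The set holds *SbSWEET16* and the ERF, MYB and ZF-HD genes *Sobic.009G170800*, *Sobic.003G267400* and *Sobic.005G019800*.

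The scaling of the libraries was argued against as the whole cause of this set, since 640 of the 771 genes were still called both ways under quantile normalization and 770 under median-ratio scaling. Low values were argued against as well. Among all 9934 genes tested at both ages with a mean above 5 FPKM over the 4 groups of 6 and 11 DPA, 530 were called higher at 6 DPA and lower at 11 DPA, where 123.9 would be if the calls were independent.

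An exchange of the genotype labels at 11 DPA was examined in several ways, whose criteria were all written after the values were known. Of the genes with an average effect over 6, 16 and 21 DPA, 30.7% went the same way at 11 DPA, and exchanging the labels at 11 DPA raised the number of genes with an average effect over the 4 ages from 299 to 588. An exchange would give such values, but so do opposite effects at 6 and 11 DPA of any origin, and holding out 6 DPA in place of 11 DPA gave a share of 26.8% (16 and 21 DPA gave 67.5% and 65.8%), so these values do not set 11 DPA apart. Against an exchange, *SbGBSSI*, which carries the stop-gained allele, was lower at 11 DPA as at the other ages (log2 fold change -0.67, both *wx e* libraries below both WT libraries, and -0.35 under quantile normalization). The 2 genes with large-effect mutations that were called lower at 6, 16 and 21 DPA, *Sobic.008G013000* and *Sobic.003G017500*, were also called lower at 11 DPA (log2 fold changes -1.73 and -0.82), where an exchange would turn them upward. Of 17 genes called alike at 6, 16 and 21 DPA, 7 were called the same way at 11 DPA and 2 the opposite way. The paper's methods, which called variants from the RNA sequencing reads, also state that the *GBSSI* mutation was found in every mutant sample. These values argue against an exchange.

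RNA from other cells in a share that differed between libraries stays open for the 771 genes. Over the set, the median log2 difference between the *wx e* replicates of 6 DPA was 0.47, against at most 0.113 in 10000 random lists of genes with similar expression, so the set also moved together between replicates of that group. In the other groups the difference was smaller, from -0.030 in WT at 6 DPA to 0.186 in *wx e* at 11 DPA. In *wx e* at 21 DPA (0.025) it lay inside the range of the random lists. No marker lists were available, and a set picked for its fold change can move together for biological reasons too, so the explanations cannot be told apart. A candidate explanation for part of the set is a process that peaks near 11 DPA in WT and earlier in *wx e*. The mean was highest at 11 DPA in WT and at 6 DPA in *wx e* for 394 of the 771 genes (51.1%), a count that the choice of the set favours, while 249 were highest at the same age in both genotypes. Of the members named above, *Sobic.009G170800* was highest at 11 DPA and *Sobic.005G019800* at 16 DPA in both genotypes, *SbSWEET16* was highest at 6 DPA in both, and *Sobic.003G267400* had about the same WT mean at 6 and 11 DPA (7.95 and 8.32 FPKM), so these genes do not show such a shift clearly. It is a hypothesis found in these data.

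*Sobic.001G175000*, encoding a jmjC domain containing protein and among the genes with large-effect mutations in *wx e*, had *wx e* effects of opposite sign at early and late ages. The log2 fold change was 0.81 at 6 DPA, 0.95 at 11 DPA, -0.54 at 16 DPA (adjusted p = 0.0628 from limma, not called) and -0.97 at 21 DPA, and the difference between 6 and 21 DPA was 1.78 (standard error 0.18, adjusted p = 8.02e-05 from limma). At each of the 4 ages both *wx e* libraries lay on the same side of both WT libraries. Under quantile normalization the values at 6 and 21 DPA were 0.70 and -0.94, and under median-ratio scaling 0.84 and -0.97, so these scalings do not account for the change of sign. With each library of those ages left out in turn, the value lay between 0.61 and 1.01 at 6 DPA and between -1.04 and -0.90 at 21 DPA. Whether the mutation changes how reads of this gene align was not tested, and no biological explanation was tested.

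A search for signal that the paper does not report took genes below 1 FPKM in all 8 WT libraries, 16196 in number, and asked for both *wx e* libraries of an age above a minimum. The minimum was raised from 5 to 10 FPKM after the values were seen. At 5 FPKM 5 genes passed, and at 10 FPKM the 2 genes that follow.

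*Sobic.001G318500* had a mean of 13.3 FPKM in *wx e* at 11 DPA (14.6 and 12.1 in the 2 libraries), above its highest value in any of the 8 WT libraries, 0.870. It was above 0 in 7 of the 8 *wx e* libraries, but also, at low values, in most WT libraries, so detection alone does not set the genotypes apart. The log2 fold change at 11 DPA was 3.12, and 3.10 and 3.18 under the 2 scalings. It was also called higher at 6 DPA, at 7.46 and 7.63 FPKM in *wx e* against 0.159 and 0.0858 in WT (log2 fold change 2.93, adjusted p = 3.25e-06 from limma), and not at 16 DPA (0.92, adjusted p = 0.0517 from limma). A shift in developmental position alone would need an age at which WT expresses the gene, and none of the 4 ages sampled shows one. Reads shared with a similar gene were not tested, and no biological explanation was tested.

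*Sobic.004G211866* had a mean of 539.7 FPKM in *wx e* at 21 DPA (499 and 580.2 in the 2 libraries) and was listed at 0 in all 8 WT libraries and in the other 6 *wx e* libraries. If its reads had been moved from a neighbouring gene model, a neighbour should fall. The size of that fall in FPKM would depend on the lengths of the gene models, which were not compared. Among the 4 nearest gene models the largest fall from WT to *wx e* at 21 DPA was -0.92 FPKM, and *Sobic.004G211900* rose from 302.5 to 493 FPKM. Reads assigned from a similar gene elsewhere in the genome, or an estimate that failed and was written as 0 in the other 14 libraries, may also give such values, and neither was tested for this gene. Such high values in both libraries of a group beside exactly 0 in the others could come from such a failed estimate as well as from a real signal.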

How the results depend on the processing

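All alternatives and, apart from the *SbGBSSI* difference between 6 and 21 DPA under the scalings, the tests in this part were set before the results were seen. Ranges over the alternatives cover those fitted to all 16 libraries, and fits that left out 1 library are given apart. Where a change is given below, the cause was not tested, except that fewer genes tested or fewer libraries per fit follow from the alternative itself.

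Lower *SbGBSSI* in *wx e* at 6 and 21 DPA kept its direction and its call under every alternative fitted to all 16 libraries (log2 fold change from -1.64 to -1.24 and from -0.998 to -0.78). With each library of the age left out in turn, where no call is given, it ran from -1.36 to -1.19 at 6 DPA and from -1.15 to -0.83 at 21 DPA. The starch pathway genes called lower at 6 DPA numbered 11 to 16 across the alternatives, against 14, and the list's median lay between -0.62 and -0.51. The genes called at 11 DPA numbered 2004 to 3456, against 2834, and the genes whose effect differs between 6 and 21 DPA 3552 to 5131, against 4585. The set tests of the starch list at all 4 ages and of the kafirin list at 6 DPA held under fry, and those of the kafirin list at 16 and 21 DPA stayed outside the threshold. Counts of expressed genes lay between 16986 and 20026 and the declining clusters between 1541 and 2180 genes. No scaling moved the median of all tested genes by more than 0.1, the farthest being quantile normalization at 6 DPA, to -0.08.

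With a pseudocount of 0.1, 769 genes had an average effect in place of 299, 0 kafirin genes were called lower at 11 DPA in place of 1, and the developmental r was -0.232, -0.244 and -0.144 at 11, 16 and 21 DPA in place of -0.286, -0.312 and -0.171. With the fold threshold on the ratio of mean FPKM, 1049 genes had an average effect and 1 starch gene was called higher at 6 DPA in place of 0.

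With no filter on low values, 82 genes were called at 16 DPA in place of 148, 79 of them shared, and *SbGBSSI* at 11 DPA, at -0.67, lost its call (adjusted p = 0.0526 from limma, where the alternatives ranged from 0.00109 to 0.104). The starch genes called lower at 11 DPA then numbered 1 in place of 2, and the kafirin genes called higher at 6 DPA 0 in place of 1. With only genes above a mean of 5 FPKM, 2194 genes were called at 6 DPA in place of 3320, 0 kafirin genes were called higher at 6 DPA, 2 were called lower at 11 DPA and 2 at 21 DPA in place of 1 at each, *SbGBSSI* at 16 DPA was called (-0.70, adjusted p = 0.0355 from limma), and 1 starch gene, *SbGBSSI*, was called lower at 16 DPA in place of 0. Beside that 0, 2 starch genes were lower at an unadjusted p below 0.05. With genes above 5 FPKM in any group, the developmental r was -0.308, -0.339 and -0.198 at 11, 16 and 21 DPA.

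With each time point fitted alone, 1909 genes were called at 6 DPA (1879 shared) and 457 at 21 DPA (428 shared) in place of 3320 and 975, while 3042 were called at 11 DPA. Kafirin genes called lower then numbered 9 at 6 DPA in place of 15 and 5 at 11 DPA in place of 1, and 0 were called higher at 6 DPA. The loss at 6 and 21 DPA follows in part from 2 residual degrees of freedom in place of 8.

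Replicate numbers showed no steady pairing of the libraries within ages. Pearson's r over genes between the deviations of WT and *wx e* libraries of the same number was -0.278, 0.214, -0.0135 and 0.112 at 6, 11, 16 and 21 DPA. A replicate block gave 3404, 2951, 208 and 1072 calls, in place of 3320, 2834, 148 and 975. Calls thus rose at each age, and a difference between replicate numbers that the groups share is not excluded. With the block *SbGBSSI* was called at 16 DPA (-0.70, adjusted p = 0.0328 from limma), the 1 starch gene called lower there. The same call was made under median-ratio scaling (-0.69, adjusted p = 0.0465 from limma, 1 starch gene lower) and with no variance trend (-0.70, adjusted p = 0.0134 from limma, 1 starch gene lower), where the alternatives ranged from 0.0134 to 0.208. With no variance trend, 2 kafirin genes were called lower at 11 DPA.

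Quantile normalization brought *SbGBSSI* at 11 DPA to -0.35 (adjusted p = 0.104 from limma), so that 1 starch gene was called lower there in place of 2. It called 0 kafirin genes higher at 6 DPA, 1 higher at 11 DPA and 3 lower at 21 DPA, and 3 starch genes higher at 21 DPA in place of 6. The kafirin median was -0.24 at 11 DPA in place of -0.66 and 0 at 21 DPA in place of 0.09, and the starch median at 16 DPA was 0.10 in place of 0.19. Of the genes called at 6 DPA, 57.5% were higher in *wx e* in place of 73.7%, with 2945 of the 3320 genes shared, and at 21 DPA the balance turned, with 452 genes higher and 462 lower in place of 536 and 439. The difference of the *SbGBSSI* effect between 6 and 21 DPA was -0.86 (adjusted p = 0.0147 from limma) in place of -0.28 (adjusted p = 0.383), and -0.25 (adjusted p = 0.429 from limma) under median-ratio scaling. *SbSBEIIb* at 16 DPA turned to -0.11 and *SbSSIIIa* at 16 DPA to -0.021, both near 0 before. Median-ratio scaling turned *SbAGA2* at 16 DPA to 0.015. The set test of the kafirin list at 11 DPA gave an adjusted p of 0.163 under fry (limma) in place of 0.0107.

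Without 1 library, no p is given for the age concerned. The number of genes with an average effect ran from 273 to 361 across the 16 fits that each left out 1 library. Genes changed 1.5-fold or more, with no test, ran from 2670 (without the second *wx e* replicate) to 5159 (without the first) at 6 DPA, against 3636, so that these 2 libraries weigh most on that age. The ranges were 3032 to 4019 at 11 DPA, 758 to 904 at 16 DPA and 1585 to 1758 at 21 DPA. The kafirin median ran from -2.53 to -1.32 at 6 DPA and from -0.79 to -0.43 at 11 DPA (the last without the first *wx e* replicate). At 16 DPA it ran from -0.28 (without the first *wx e* replicate) to 0.013 (without the second), and at 21 DPA from -0.13 (without the first *wx e* replicate) to 0.18 (without the second), so its sign at these ages rests on single libraries. *SbAGA2* at 16 DPA ran from -0.065 to 0.059 and was 0.000636 without the first WT replicate, and at 21 DPA it ran from -0.084 (without the first WT replicate) to 0.22. *SbSSIIIa* at 16 DPA ran from -0.15 (without the first *wx e* replicate) to 0.22 and was -0.035 without the second WT replicate. The developmental r ran from -0.0511 to 0.00612 at 6 DPA, where it was also 0.00934 with the starch and kafirin lists left out, from -0.309 to -0.244 at 11 DPA, from -0.321 to -0.254 at 16 DPA and from -0.204 to -0.112 at 21 DPA (the last without the second *wx e* replicate).

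The lowest replicate correlation of the 8 groups was 0.989 on the log2(FPKM + 1) scale and 0.961 as Spearman's rho, in place of 0.935. Of the named single genes, 36 calls changed under an alternative, with 23 lost or left untested by the stricter filter and 13 gained. They fall on 23 distinct values of a gene at an age, since the same value could change under several alternatives. Leaving out 1 library shifted further values of named genes. Among the wider ranges, *SbAGA1* at 6 DPA ran from 0.69 to 3.23, against 1.96. Globulin-1 at 16 DPA ran from 0.10 to 2.37, against 1.24. The planned lists of annotated genes were not run. Depth is unknown, which limits what can be said of genes near 1 FPKM.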

Differences from the paper's values

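The paper names 4 background genes with large-effect mutations as lower in *wx e* at all time points, and 2 of them were called lower at all 4 here, *Sobic.008G013000* and *Sobic.003G017500*. Of the alternatives set before the data were examined, a pseudocount of 0.1 and the fold threshold on the ratio of mean FPKM gave 3, which is within 1.5 times the paper's 4. No filter on low values, the replicate block, median-ratio scaling, quantile normalization and no variance trend gave 2, and the filter at a mean of 5 FPKM and each time point fitted alone gave 1.

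Of the 2 genes not called at all time points, *Sobic.001G501800* was lower at 6 DPA by less than the fold threshold (-0.55), and was called there with a pseudocount of 0.1 (-0.65), under quantile normalization (-0.71) and with the fold threshold on the ratio of mean FPKM (-0.66). *Sobic.001G175000* was called higher, not lower, at 6 and 11 DPA (0.81 and 0.95), was not called at 16 DPA (-0.54, adjusted p = 0.0628 from limma) and was called lower at 21 DPA (-0.97). Its direction at 6 and 11 DPA was upward in every alternative run, each library left out in turn included.

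The legend of Fig. 5a marks *GBSSI* as different at all time points. At 16 DPA it was lower in both *wx e* libraries but not called (-0.70, adjusted p = 0.0526 from limma). It was called with the filter at a mean of 5 FPKM, the replicate block, median-ratio scaling and no variance trend.

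The paper states that the majority of starch biosynthesis genes were lower at 6 DPA. Of the 30 genes of Fig. 5b, 14 were called lower and 27 were lower in direction. Quantile normalization called 16, and a pseudocount of 0.1 and the fold threshold on the ratio of mean FPKM called 15 each.

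The paper gives *SbSSIIC* and *SbSSIIIa* among genes higher after 6 DPA. *SbSSIIC* at 21 DPA lay under the fold threshold (0.57) and was called with a pseudocount of 0.1 and with the fold threshold on the ratio of mean FPKM (0.63 each). *SbSSIIIa* at 11 DPA was higher in value but not called (0.75, adjusted p = 0.0712 from limma), and was called with each time point fitted alone (adjusted p = 0.00525 from limma) and with the replicate block (adjusted p = 0.0332). The paper has *SbAGPLS1* higher at 11 DPA. Its log2 fold change of 0.56 was under the fold threshold here and in the alternatives with a test (0.44 to 0.57), and ran from 0.40 to 0.73 with each library of that age left out in turn, where no test is given.

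At 6 DPA the paper has the uridylyltransferase gene *Sobic.002G291200* and the sucrose transporter gene *Sobic.001G488700* lower. Neither was called (-0.54, and -0.44 with adjusted p = 0.0714 from limma). Quantile normalization called both (-0.61 each).

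The paper has globulin-1 (*Sobic.001G144900*) higher at 6 and 16 DPA and globulin-2 (*Sobic.001G059800*) higher at 6, 16 and 21 DPA. All 5 values were higher in *wx e* (1.33 and 1.24, and 0.92, 1.55 and 0.98), but none was called here or in the alternatives with a test, with adjusted p from limma of 0.19 and 0.468, and 0.166, 0.142 and 0.22.

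The paper has the 3-ketoacyl-CoA synthase gene *Sobic.001G482300* higher at 16 and 21 DPA as well as at 6 DPA. It was not called at 16 DPA (0.75, adjusted p = 0.257 from limma), nor there in the alternatives with a test, and not at 21 DPA (0.99, adjusted p = 0.0562). At 21 DPA it was called with a pseudocount of 0.1 (1.73), with the replicate block (adjusted p = 0.0463) and under quantile normalization (0.90).

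Of the kafirin genes, the paper names 2 γ-kafirin, 7 α-kafirin and 1 δ-kafirin genes as lower at 6 DPA, as an incomplete list. Here 15 of the 21 genes of Fig. 5c were called lower and 1, *Sobic.005G186300*, was called higher.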

Other observations

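Of the tests in this part, the correlations over all genes at the 4 ages and the comparison with other splits were set beforehand, and all others were chosen only after the result was seen.

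The hypothesis set beforehand was that *wx e* endosperm at 6 DPA lies at an earlier developmental position than WT, which would give a negative correlation over genes between the *wx e* effect at 6 DPA and the WT change from 6 to 11 DPA. Over all genes fitted, Pearson's r was -0.0179, and it was 0.00934 when the genes of the starch and kafirin lists were left out and 0.00612 when the first *wx e* replicate of 6 DPA was. The values do not bear the hypothesis out for the genes as a whole at 6 DPA.

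The measure was planned at the later ages too, with other spans of the WT change. The effect at 11 DPA was set against 6 to 16 DPA and that at 16 DPA against 11 to 21 DPA. The effect at 21 DPA was set against 16 to 21 DPA. The size of r is therefore not directly comparable between 6 DPA and the later ages. The reading of r at these ages as an earlier position was written down only after the values were seen. Pearson's r was -0.286 at 11 DPA, -0.312 at 16 DPA and -0.171 at 21 DPA, so that genes that rise with age in WT tended to be lower in *wx e*. It was negative with each library left out in turn and weakest at 21 DPA without the second *wx e* replicate of that age (-0.112). On simulated data with no change planted, r lay between -0.0139 and 0.0096 at the 4 ages. The simulated noise was independent between genes, so this range leaves out noise that genes of a library share. It does not give the spread of r in the real libraries. Genes are not independent replicates, so no p is given. The first principal component, which held 70.6% of the variance, ran with age and placed every *wx e* library earlier than both WT libraries of the same age, at 6 DPA included, where r over genes did not. A later or slower development of the *wx e* line may therefore contribute to its effects at 11, 16 and 21 DPA, as a hypothesis. Plants or panicles sampled at a different true age would give the same values, and the design cannot tell these apart.

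Whether such a shift could be the whole cause of the calls at 11 DPA was examined by comparing *wx e* at 11 DPA with WT values interpolated linearly between 6 and 11 DPA at the point that fitted best, 28.1% of the way back. Of the 2834 genes called at 11 DPA, 1409 (49.7%) were still called, among 1783 calls in all, and the log2 fold change of *SbGBSSI* shrank to -0.19. Of the 148 calls at 16 DPA 107 stayed (72.3%, at 9.11% of the way back to 11 DPA, *SbGBSSI* at -0.59), and of the 975 at 21 DPA 802 stayed (82.3%, at 11.5% of the way back to 16 DPA, *SbGBSSI* at -0.94), so most calls at the 2 later ages were not removed in this way. At 11 DPA about as many calls went as stayed, and a linear path between 2 sampled ages may itself leave differences or remove them, so the values leave open how much of the 11 DPA effect is a shift in age.

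The starch pathway and kafirin lists were both lower in *wx e* at 6 DPA. Dilution by RNA without transcripts of either list would lower the abundant genes of both lists by the same fold. The median log2 ratio was -2.92 over 13 kafirin genes and -0.80 over 15 starch genes above 50 FPKM in WT. The difference was -2.12 (from -2.56 to -1.56 over the 4 pairs of libraries), which argues against such a dilution as the whole cause. RNA that carries starch pathway transcripts but no kafirin transcripts could give such a difference. Its presence was not tested, so a dilution of that kind stays open. Over the 49 tested genes of both lists, r between the *wx e* effect at 6 DPA and the WT change from 6 to 11 DPA was -0.41, inside the central 95% of random lists of the same size (-0.46 to 0.39). Within the lists it was -0.48 for starch and 0.64 for kafirin genes, the last opposite in sign to an earlier position. Scaled to the median WT change from 6 to 11 DPA, the starch median would need a shift of 9.07 days. The kafirin median would need 1.35 days. The medians thus do not point to the same shift for both lists, though no spread of these values is given. An earlier position of either pathway at 6 DPA stays open and cannot be told apart from other causes with these lists.

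The average effect over the 4 ages gave 299 genes, 155 higher and 144 lower in *wx e*. Among the 59 of them whose *wx e* libraries lay outside the range of the WT libraries in the same direction at all 4 ages, the largest rises were those of *Sobic.007G118600* (1.20) and *Sobic.001G108100* (1.04) and the largest falls those of *Sobic.010G262300* (-1.40) and *Sobic.008G013000* (-1.31, among the genes with large-effect mutations). Of 100 splits drawn from the 648 that exchange genotype labels within ages, 5 gave as many genes, the real one included. The largest count in another split was 626 and the median 2. The count of 299 thus does not stand apart from other splits, which mix real age-specific effects of opposite sign into an average.

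A scan of 18307 windows of 4 consecutive fitted genes for windows in which every gene went the same way in *wx e* at every age found a single window with all 16 log2 fold changes above 0.3 in size, all of them higher in *wx e*. It holds *Sobic.003G033000*, *Sobic.003G033100*, *Sobic.003G033200* and *Sobic.003G033700* on chromosome 3, chosen after their values were seen and after several definitions of a window had been looked at. In all 16 pairs of gene and age both *wx e* libraries lay above both WT libraries, and the average effects of the 4 genes had adjusted p from 5.00e-06 to 1.46e-04 (limma). Chance placement of genes with such effects next to each other was argued against, since 0 of 1000 random orders of the genes held a window as extreme (the smallest effect in the window was 0.49, and the largest such value in a random order 0.16). The median log2 ratio of mean FPKM over the 16 pairs was 1.02, from 0.60 to 1.64. An extra copy of the region in the *wx e* line is a candidate explanation, for which the ratios would be alike. Their spread and the low values (1.71 to 9.62 FPKM in WT) leave this open, and a shared regulator cannot be told apart from it without read depth from the genome. The genes on both sides, *Sobic.003G032900* and *Sobic.003G033900*, did not share the pattern, with average log2 fold changes of -0.29 and 0.15.

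The kafirin genes *Sobic.002G211700*, *Sobic.005G184700* and *Sobic.005G184800* were listed at 0 in all 8 libraries of 16 and 21 DPA, after 43600.7 to 58902.9 FPKM for the first of them at 11 DPA. Of the 54 genes above 1000 FPKM at 11 DPA in both genotypes these 3 were the ones listed at 0 in every late library, and the lowest value of the others in any late library was 1.81 FPKM. A failed estimate in the quantification of near-identical copies may be the source of these zeros, but a value as low as 1.81 in another gene shows that abundant genes also fall steeply, so the table does not decide. The kafirin share of FPKM at 16 and 21 DPA and the list medians there rest on the remaining genes.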
